# Thyroid hormone-regulated chromatin landscape and transcriptional sensitivity of the pituitary gland

**DOI:** 10.1038/s42003-023-05546-y

**Published:** 2023-12-11

**Authors:** Young-Wook Cho, Yulong Fu, Chen-Che Jeff Huang, Xuefeng Wu, Lily Ng, Kevin A. Kelley, Kristen R. Vella, Anders H. Berg, Anthony N. Hollenberg, Hong Liu, Douglas Forrest

**Keywords:** Thyroid diseases, Gene regulation

## Abstract

Thyroid hormone (3,5,3’-triiodothyronine, T3) is a key regulator of pituitary gland function. The response to T3 is thought to hinge crucially on interactions of nuclear T3 receptors with enhancers but these sites in pituitary chromatin remain surprisingly obscure. Here, we investigate genome-wide receptor binding in mice using tagged endogenous thyroid hormone receptor β (TRβ) and analyze T3-regulated open chromatin using an anterior pituitary-specific Cre driver (*Thrb*^b2Cre^). Strikingly, T3 regulates histone modifications and chromatin opening primarily at sites that maintain TRβ binding regardless of T3 levels rather than at sites where T3 abolishes or induces de novo binding. These sites associate more frequently with T3-activated than T3-suppressed genes. TRβ-deficiency blunts T3-regulated gene expression, indicating that TRβ confers transcriptional sensitivity. We propose a model of gene activation in which poised receptor-enhancer complexes facilitate adjustable responses to T3 fluctuations, suggesting a genomic basis for T3-dependent pituitary function or pituitary dysfunction in thyroid disorders.

## Abstract (web summary)

A genome-wide study suggests that the response of the pituitary gland to thyroid hormone is regulated by receptor-enhancer complexes that adjust dynamically to hypothyroid and hyperthyroid conditions.

## Introduction

The pituitary gland, a source of hormones that stimulate diverse tissues^1,2^, is highly sensitive to T3. Complex dysfunction of the anterior pituitary can arise in thyroid disorders. For example, hypothyroidism can decrease growth hormone (GH), elevate thyrotropin (thyroid-stimulating hormone, TSH)^3–5^ and variably disturb prolactin (PRL) or gonadotropins (LH, luteinizing hormone, FSH, follicle-stimulating hormone) in humans^3,6^ and mice^7,8^. The sensitivity of the pituitary gland to thyroid status also provides a basis for hormonal tests used for clinical diagnosis or for monitoring of treatments with thyroid hormone^3,9^. However, despite a decades-long quest^10,11^, little is known of the underlying T3 receptor-chromatin interactions and how the receptor adjusts control at these putative enhancers in varying hypothyroid and hyperthyroid conditions.

T3 receptors are nuclear receptor transcription factors encoded by *Thrb* and *Thra* genes. Loss of both genes causes severe pituitary dysfunction with major depletion of GH and elevation of TSH in mice^12,13^. Loss of *Thrb* alone causes more subtle impairment^14–17^ whereas *Thra* mutations cause minimal pituitary phenotypes^18^, suggesting primary control by *Thrb*, although *Thra* partly compensates for many functions. Both *Thrb* and *Thra* are expressed in the anterior pituitary^19,20^. In human resistance to thyroid hormone, *THRB* mutations are associated with pituitary dysfunction^21,22^, although evidence is limited to selected serum hormone measurements with no insights into the genomic responses of the pituitary to T3.

Current views of T3-regulated chromatin in the pituitary gland are largely conjectural, borrowing from in vitro findings, including an intriguing observation that T3 receptors can bind specific DNA elements in the absence or presence of ligand^23,24^. Although a generalized view has emerged in which T3 acts on receptor-enhancer complexes to influence histone modifications and transcription activation^25–27^, the genomic responses to T3 in vivo in the pituitary and most other tissues are undefined. Recent studies of the liver suggest that T3 modifies histones^28,29^ but also stimulates receptor binding to chromatin^30^, potentially to a major extent^31^ suggesting an alternative mode of action by recruitment of receptors to chromatin. In addition, the opening of nucleosome arrays in condensed chromatin during enhancer activation by T3 is undefined in pituitary tissue. In other systems, existing open sites allow access for factors such as glucocorticoid receptor in tumor cells^32^ but chromatin opening itself can be stimulated by so-called pioneer factors^33,34^.

The lack of insight into how T3 controls chromatin in the pituitary gland is due partly to obstacles arising from the small amounts of tissue available and inadequate reagents. Therefore, we have used genetic tagging approaches to investigate chromatin binding and T3-regulated chromatin accessibility in mice. We report that receptor binding in the pituitary is determined at both tissue- and gene-specific levels and that T3 preferentially controls chromatin responses at subsets of sites that display persistent receptor binding rather than T3-dependent receptor binding. These findings suggest a model of pituitary gene activation involving poised receptor-enhancer complexes that respond adjustably to T3.

## Results

### TRβ binding sites in pituitary chromatin

To investigate the regulation of the pituitary by T3, we exploited a knockin tag on TRβ to locate receptor-bound chromatin sites in mice. The *Thrb*^HAB^ allele expresses receptors with a tag for biotinylation by BirA ligase that is expressed independently by a *Rosa26*^BirA^ allele^35^(Fig. 1a, b). The tagged receptors are expressed by the endogenous *Thrb* gene in normal tissue patterns and retain a predominantly nuclear localization within the cell, as indicated by immunostaining for TRβ-HAB protein in pituitary sections (Fig. 1c, d). A similar nuclear location for tagged and non-tagged receptors was also supported by western blot analysis of sub-cellular fractions of transfected cells (Supplementary Fig. 1). The tagged receptors mediate normal transactivation with similar sensitivity as non-tagged receptors to T3 in luciferase reporter assays using different types of response element in vitro (Supplementary Fig. 1). We further examined the possibility of phenotypes arising in *Thrb*^HAB/HAB^ mice since *Thrb* mutations can disturb the pituitary-thyroid axis resulting in elevated TSH and thyroid hormones (T3, the active form and thyroxine, T4, a precursor form)^14^. A particularly sensitive indicator of *Thrb* mutations (including knockout, or C-terminal changes that disrupt transactivation by TRβ) is an enlarged thyroid gland (goiter) with distended, colloid-filled follicles^12,14,36^. However, *Thrb*^HAB/HAB^ mice have normal thyroid gland size and follicular histology (Fig. 1e, f) and serum levels of T4, T3 and TSH in normal ranges (Fig. 1g). Anterior pituitary dimensions (Fig. 1f) and RNA levels for TSH subunit (*Tshb*, *Cga*) and growth hormone (*Gh*) genes were in normal ranges (Fig. 1h). Another prominent phenotype for *Thrb* mutations is deafness^37^ but *Thrb*^HAB/HAB^ mice displayed normal auditory thresholds (Supplementary Fig. 1). Although we cannot exclude subtle, undefined alterations in vivo, the lack of obvious phenotypes supports use of *Thrb*^HAB^ mice as a model for screening genomic binding by TRβ. The approach tagged both TRβ1 and TRβ2 proteins encoded by *Thrb* allowing analysis of total receptor function since both isoforms contribute to pituitary function. Individual deletions of TRβ1^17^ and TRβ2^16,38^ are reported to give mild and intermediate hormonal changes, respectively, without goiter, whereas total receptor deletion (*Thrb*-KO) gives pronounced hormonal changes with goiter^12,14,17,39^.

**Fig. 1:**
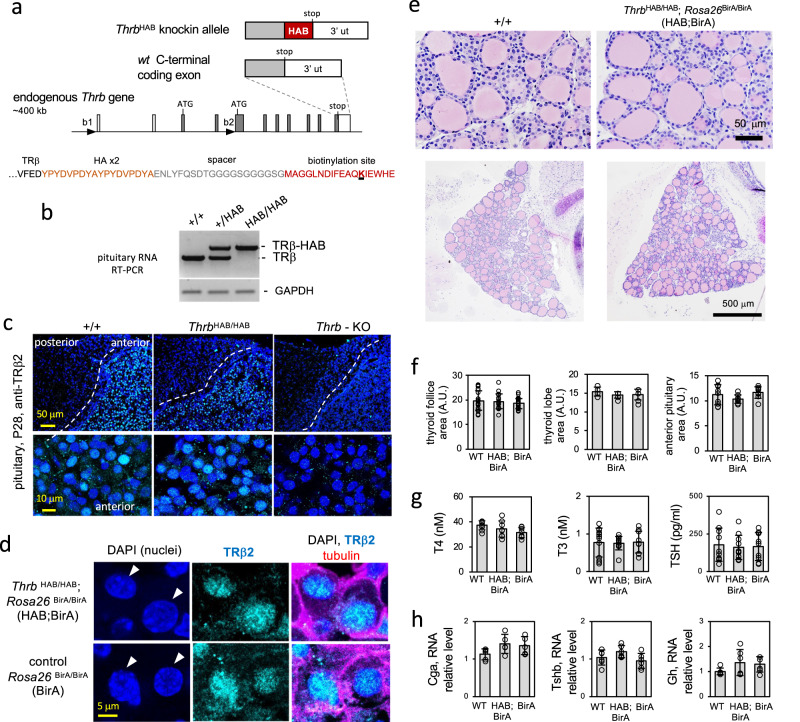
Expression of *Thrb*^HAB^ knockin allele in the pituitary gland. **a**, The HAB tag on TRβ includes an HA epitope and site (target lysine underlined) for biotinylation by BirA ligase (expressed by a *Rosa26*^BirA^ allele). **b** TRβ-HAB transcripts in pituitary RNA detected by PCR. **c** Expression of tagged receptors in pituitary sections detected by immunostaining for TRβ2. *Thrb*-KO, TRβ-deficient control. DAPI, nuclear stain shows tissue background. **d** Immunofluorescence analysis of anterior pituitary sections for tagged (HAB;BirA) and non-tagged receptors (control, BirA) showing nuclear signal detected with TRβ2 immunostaining. Arrowheads, representative nuclei. Alpha-tubulin cytoskeletal stain indicates cell outlines. **e**, **f** Normal thyroid gland morphology and anterior pituitary dimensions in HAB;BirA mice. Thyroid areas were measured on plastic sections. Groups, 4–6 adult males; mean ± SD (*P* > 0.2, one-way ANOVA). Anterior pituitary dimensions were measured for half-lobe areas in cryosections. Groups 4–6 males; mean ± SD (*P* > 0.16, one-way ANOVA). A.U., arbitrary units. **g** Serum total T4, T3 and TSH in adult males; mean ± SD. Groups, 8–12; No significant differences were detected between genotypes (*P* > 0.1, one-way ANOVA). **h** Pituitary gene RNA expression analysis by qPCR. Groups, 5–6 adult males; mean ± SD. No significant differences between genotypes (*P* > 0.1, one-way ANOVA).

Using high affinity purification, we isolated biotinylated TRβ-HAB protein and associated chromatin from pituitary tissue of *Thrb*^HAB/HAB^;*Rosa26*^BirA/BirA^ (HAB;BirA) mice. 

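ChAP-seq used pituitary and cerebral cortex tissue of untreated male mice, with 3 HAB;BirA libraries and 3 BirA control libraries per tissue. In HAB;BirA mice the biotin ligase BirA labels the tagged TRβ-HAB protein, so that streptavidin captures it with the chromatin it binds, and BirA mice lack the tagged receptor. A pituitary library came from a pool of about 12 pituitaries and a cortex library from 2 mice. The paper's supplement gives 19047195 to 25632181 mapped reads per HAB;BirA pituitary library and 19475904 to 43958017 per BirA pituitary library. It gives 6061147 to 7714825 mapped reads per HAB;BirA cortex library and 2776568 to 5717024 per BirA cortex library. The merged cortex totals in the supplement are 16552540 for HAB;BirA and 17621949 for BirA, where the libraries sum to 20401415 and 13773074. Both differ by 3848875, the difference between a HAB;BirA library of 6625443 and a BirA library of 2776568 reads, while the untreated pituitary totals equal their sums. Which libraries entered the merged cortex files is not known here, and the counts, folds and shared shares of cortex peaks carry this limit. The authors mapped the reads to mm9, merged the libraries of each genotype and called peaks with SICER against the merged BirA libraries. The deposited lists give for each peak its reads in both merged libraries, a p-value, a false discovery rate and the authors' scaled fold over control. The folds correspond to a size ratio of HAB;BirA to control of 1.20 in the pituitary and 1.17 in the cortex, where the mapped reads give 0.778 in the pituitary, and in the cortex 0.939 by the merged totals or 1.48 by the sums of libraries, so that the sizes behind the folds are not those listed and the reason is not known here. No value per replicate is in these lists, so that the values of single peaks carry no error between replicates, and the 95% Wilson confidence intervals of shares cover counting error only. Peaks were compared by position with bedtools and placed on the GENCODE annotation of the same build.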

Chromatin affinity purification-sequencing (ChAP-seq) identified specific binding sites in HAB;BirA mice compared to control *Rosa26*^BirA/BirA^ (BirA) mice (Fig. 2a, b). BirA control mice had a very low background of non-specific peaks in any tissue. 

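A pituitary peak held a median of 18 reads from the merged HAB;BirA libraries and 2 reads from the merged BirA libraries. The authors' fold over control had a median of 10.01. In 6482 pituitary peaks (80.51%) the control had 3 reads or fewer, and in 1297 it had none. In the cerebral cortex the medians were 13 HAB;BirA reads, 1 control read and an 8.52-fold excess, and 82.44% of peaks had 3 control reads or fewer. The control was not low at every peak. On chromosome 11, 3 pituitary peaks between 3030251 and 3074900, in *Sfi1*, held 10780 of the 28988 control reads counted in all pituitary peaks, and their fold over control was 1.12 to 1.26. These 3 were the only pituitary peaks with more than 100 control reads, and 7 pituitary peaks had a fold under 2. The lists hold peaks that passed the comparison with the control, so these values describe control reads inside TRβ-HAB peaks and not peaks called in BirA mice alone.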

Pituitary binding sites were enriched in the vicinity of genes with ontology categories such as hormonal responses and metabolic functions (Fig. 2c). To indicate the tissue-specificity of TRβ binding in the pituitary, we compared the binding pattern with that in cerbral cortex. Approximately 12% of pituitary peaks were shared with cerebral cortex. For example, a peak was detected in the *Gh* gene (growth hormone) in the pituitary but not cerebral cortex (Fig. 2b). Conversely, a peak was present near the *Ky* gene (kyphoscoliosis peptidase) in cerebral cortex but not pituitary. 

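Of the pituitary peaks, 894 overlapped a cerebral cortex peak by at least 1 bp, a share of 11.10% (95% Wilson confidence interval 10.44 to 11.81%). Seen from the other tissue, 877 cortex peaks (16.98%, interval 15.98 to 18.03%) overlapped a pituitary peak. When the cortex peaks were shifted along their chromosomes 1000 times, a mean of 14.0 and at most 29 pituitary peaks overlapped one (permutation by shifts, p = 0.001, the smallest that 1000 shifts can give). Of the alternatives tried, the largest move came from the 4130 pituitary peaks with the higher scores, of which 5.28% overlapped a higher-scoring cortex peak. Peaks with many reads were shared more often. In the pituitary the shared peaks had a median of 26 HAB;BirA reads and the others 17, and in the cortex the medians were 24 and 13. Their median folds over control were 10.43 and 10.01 in the pituitary, and 7.03 and 9.37 in the cortex. Peaks lay within 1 kb of an annotated transcription start more often in the cortex (32.49%) than in the pituitary (17.85%).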

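*Gh* lies on the minus strand of chromosome 11 of mm9, from 106161585 to 106163179. A pituitary peak from 106163051 to 106163450 covered its transcription start and a coding exon, with 46 HAB;BirA reads against 6 control reads and a fold of 6.40 (false discovery rate 5.43e-22). Further peaks lay 5822 bp upstream of the start, with 22 reads against 1, and 14722 bp upstream, with 75 reads against 1. The farther of these, from 106177901 to 106178650, had the largest fold over control of the 3, at 62.58, and its nearest annotated gene was *Scn4a*. In the cerebral cortex no peak overlapped *Gh*. The nearest cortex peak, from 106133551 to 106134650 in *Smarcd2*, was 26935 bp away and held 40 reads against 14.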

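*Ky* lies on the plus strand of chromosome 9, from 102408078 to 102448568. The cerebral cortex peak, from 102401551 to 102402100, ended 5978 bp upstream of the gene and held 65 HAB;BirA reads against 3 control reads, a fold of 18.46 (false discovery rate 4.59e-56). Reads of the 2 tissues are not on one scale, as the cortex libraries held fewer mapped reads than those of the pituitary. The deposited pituitary list holds a smaller peak inside the same interval, from 102401651 to 102401800, with 10 reads against 0 (false discovery rate 1.26e-13). It holds 2 more pituitary peaks in the gene, from 102431101 to 102431300 in an intron, with 12 reads against 1, and from 102447301 to 102447750 in an untranslated exon, with 19 reads against 1. The cortex peak contained the direct repeat AGGTTATGTGAGGACA from 102401809 to 102401824 on the minus strand, which matched AGGTCA repeats with a 4 base spacer at 10 of 12 bases.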

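*Dot1l* lies on the plus strand of chromosome 10, from 80217951 to 80258206. A pituitary peak from 80217551 to 80218050 and a cortex peak from 80217601 to 80218050 both covered its transcription start. The pituitary peak held 186 HAB;BirA reads against 3 control reads, and the cortex peak held 167 against 9. With the authors' scaling, these are folds of 51.74 and 15.81 over control. The HAB;BirA reads themselves are not on one scale between the tissues. The libraries held 65016698 mapped reads in the pituitary, and in the cortex 16552540 by the merged total or 20401415 by their sum. In proportion to mapped reads the cortex peak held more, by either cortex total. The nearest match to a direct repeat with a 4 base spacer in the pituitary peak, AGGGCAACCGAGGACG from 80217749 to 80217764, shared bases with the AGGTCA repeat at 9 of 12 bases. Each tissue had peaks here without a counterpart in the other list, at 80213601 to 80213800 and 80199801 to 80200050 in the pituitary and at 80241801 to 80242100 in the cortex.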

A shared peak was detected near the *Dot1L* gene (dot1-like histone lysine methyltransferase) in both tissues. The results suggest that major tissue-specific constraints determine receptor binding patterns.

**Fig. 2:**
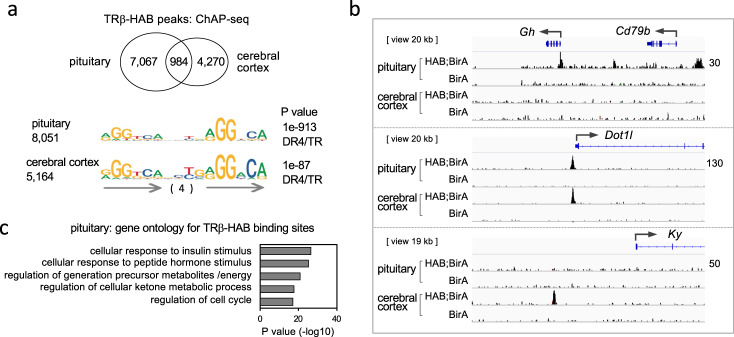
Binding sites for TRβ in pituitary chromatin. **a** TRβ-HAB peaks detected by chromatin-affinity purification (ChAP)-sequencing were identified by differential analysis of HAB;BirA (*Thrb*^HAB/HAB^;*Rosa26*^BirA/BirA^) versus control BirA (*Rosa26*^BirA/BirA^) male mice using SICER (FDR 1e−6). The Venn diagram compares peaks in pituitary and cerebral cortex. Samples contained pituitaries from ~12 mice and cortex from 2 mice; triplicate experiments. The top motifs identified in binding sites by HOMER analysis are direct repeats (arrows) with 4 base spacer (DR4). **b** Examples of TRβ-HAB peaks in pituitary and cerebral cortex. BirA control has very low background in any tissue. Raw reads scale on *right* (same for all tracks for each gene). **c** Gene ontology categories associated with TRβ-HAB binding peaks in pituitary chromatin.

The top consensus motif identified in binding sites in pituitary and cerebral cortex was a direct repeat of AGGTCA with 4 base spacer (DR4), resembling T3 receptor binding motifs first identified in vitro in the *Gh* and other genes^24,40,41^ (Fig. 2a). 

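The mm9 sequence of each peak was searched for 2 copies of AGGTCA separated by 0 to 8 bases, with at most 2 mismatches over the 12 bases compared. As a background, a region of the same length 10 kb away was searched for each peak. A repeat with a 4 base spacer was present in 1686 pituitary peaks (20.94%, 95% Wilson confidence interval 20.07 to 21.84%) and in 3.58% of the regions 10 kb away (Fisher's exact test, two-sided, p = 5.12e-270). In the cerebral cortex it was present in 480 peaks (9.30%, interval 8.53 to 10.12%) and in 5.71% of the background regions (Fisher's exact test, two-sided, p = 5.12e-12). The other 8 spacings were present in 4.58 to 6.68% of pituitary peaks and in 3.70 to 6.00% of cortex peaks. With at most 3 mismatches, the alternative that moved these shares most, the 4 base spacer reached 54.97% of pituitary peaks and 25.74% of their background, and 41.05% of cortex peaks and 35.81% of theirs. With at most 1 mismatch it was found in 3.94% and 1.08% of the peaks of the pituitary and the cortex. Base composition differed between peaks and background, with a mean G and C content of 52.53% in pituitary peaks against 45.22% in the regions 10 kb away, and 57.32% against 45.82% for the cortex.

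**Figure D1:**
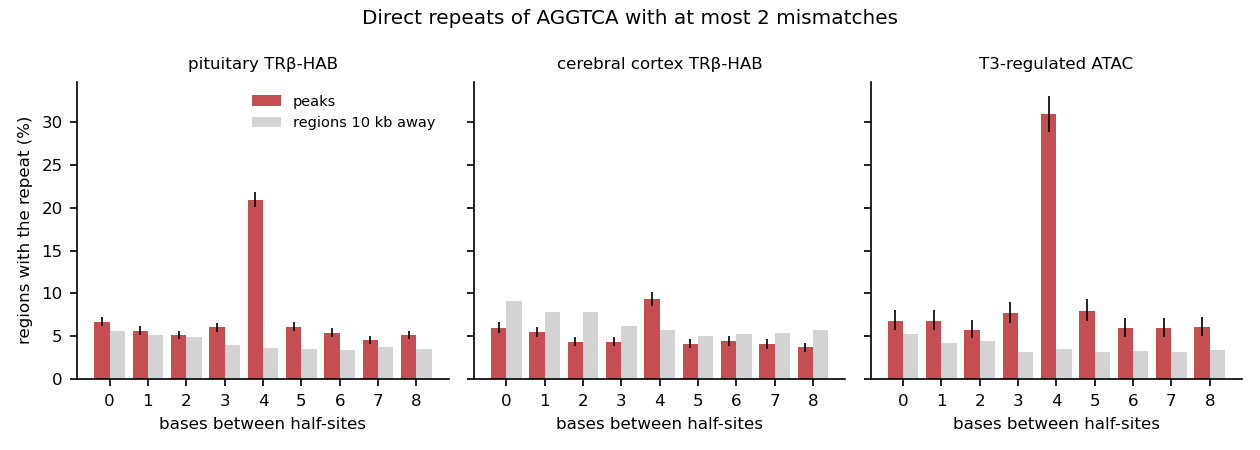
Percent of regions with a direct repeat of AGGTCA (vertical axis) by the number of bases between the copies (horizontal axis, 0 to 8), for pituitary TRβ-HAB peaks, cerebral cortex TRβ-HAB peaks and T3-regulated ATAC peaks (dark bars, with 95% Wilson confidence intervals) and for regions 10 kb away (light bars). The 4 base spacer stands highest among the peaks of each list, at 20.94%, 9.30% and 30.91%, and in the cortex the other spacings lie below their background.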

Although this finding indicates a role for DR4 motifs in receptor binding, the limited overlap of binding sites between tissues suggests that DR4 motifs alone do not determine the tissue-specificity of binding sites. Varied tissue binding patterns are in accord with the regulation of tissue-specific gene networks by T3.

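A direct repeat with a 4 base spacer was present in 167 of the 894 pituitary peaks shared with the cerebral cortex (18.68%). Among the 7157 pituitary peaks not shared it was present in 1519 (21.22%). From the limited overlap between tissues, the paper proposes that this motif alone does not set where the receptor binds in each tissue.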

### Regulation of TRβ binding and histone modifications by T3

In vitro, T3 receptors can bind DNA oligonucleotides in the absence or presence of ligand but in vivo studies have suggested that in liver, receptors are widely recruited de novo to chromatin by stimulation with ligand^31^. To determine whether T3 regulates genomic binding by TRβ in the pituitary, HAB;BirA and control BirA male mouse groups were made hypothyroid by 4–5 weeks of treatment with methimazole (MMI) or hyperthyroid by co-administration of T3 during the final week of treatment (+T3). The treatments established comparatively severe hypothyroid and hyperthyroid conditions in both groups with the goal of maximizing T3-dependent differences for optimal detection of genome-wide responses. Both groups displayed similar, characteristic responses of the pituitary and thyroid glands to MMI and T3 treatments (Supplementary Fig. 2). ChAP-seq revealed 3 approximately equal categories of TRβ binding sites with respect to T3: induced de novo by T3, abolished by T3, or persistently bound at some level regardless of T3 status (i.e., maintained) (Fig. 3a).

**Fig. 3:**
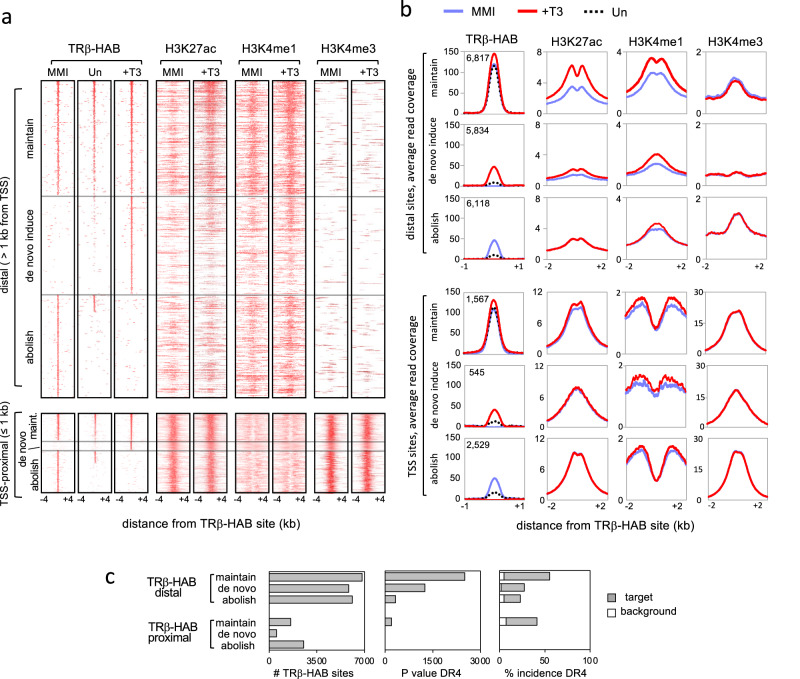
TRβ binding site categories in response to T3 in pituitary chromatin. **a** Genomic heatmaps of TRβ-HAB binding sites in hypothyroid (MMI), hyperthyroid (+T3) and untreated (Un) mice. Peaks were identified by differential analysis of HAB;BirA and BirA datasets (FDR < 1e−6; 50 bp window). Maintained sites were defined as overlapping peaks found in both MMI and +T3 conditions; abolished and de novo sites represented the remaining peaks in MMI and +T3 conditions. In total, 18,769 distal and 4641 TSS-proximal peaks were identified for all three groups. TRβ-HAB peaks are listed from highest to lowest intensity (top to bottom). Peaks for histone marks follow the TRβ-HAB site order. TSS, transcriptional start site. T3-regulated histone marks were detected primarily at distal rather than proximal sites. **b** Average peak profiles reveal T3-induced histone marks notably at distal rather than TSS-located TRβ-HAB sites, particularly in the maintained site category. Total TRβ-HAB peak number is noted in each plot. **c** DR4 was the top statistically significant motif in distal and in proximal maintained binding site categories, identified using HOMER. Additional motifs with lower statistical significance are shown in Supplementary Fig. 3.

To indicate which sites respond functionally to T3, we investigated histone acetylation (H3K27ac) and methylation (H3K4me1) marks as indicators of active enhancers^33^, using chromatin immunoprecipitation-sequencing (ChIP-seq) in hypothyroid and hyperthyroid wild-type mice (C57BL/6J male). T3-increased H3K27ac and H3K4me1 peaks at TRβ binding sites at locations distal (>1 kb) but not proximal (<1 kb) to the transcription start site of nearest genes (Fig. 3a). Notably, T3 regulated these histone marks mainly at sites that maintain TRβ binding rather than sites where T3 abolishes or induces de novo binding (Fig. 3b shows average profile summation plots). This maintained site category shows ~34% increases in TRβ-HAB average read counts in response to T3, suggesting that T3 can moderately augment levels of receptor binding within this category of site. The results also show that T3 primarily increases rather than depletes histone marks at TRβ-bound distal sites, as reduction of H3K27ac or H3K4me1 peaks by T3 was not obvious at the genome-wide scale (Fig. 3a, b). Promoter-proximal sites displayed little or no increase or depletion of H3K27ac or H3Kme1 marks. H3K4me3, a promoter mark, showed little response to T3 at any site.

Under these treatments, DR4 was identified as the top, statistically significant motif at TRβ binding sites with T3-inducible histone marks (i.e., primarily distal, maintained sites) (Fig. 3c). DR4 motifs had low statistical significance at site categories that lacked T3-responsive histone modifications.

TRβ-HAB binding patterns analyzed under narrower ranges of T3 exposure showed that the maintained category of sites constitutes the predominant group of occupied sites in untreated conditions (Fig. 3a). In contrast, few TRβ-bound peaks in the abolished or de novo induced categories were detected in untreated conditions, suggesting that the maintained group, typically at distal enhancer locations, represents the most relevant sites in physiological thyroid hormone ranges.

### Dynamic regulation of chromatin opening by T3

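ATAC-seq compared hypothyroid mice, given methimazole (MMI, 0.05%), with hyperthyroid mice, given MMI and then T3 (0.5 µg/ml) as well. Each condition had 4 libraries of nuclei that carried the Sun1-GFP tag under the *Thrb* b2Cre driver. The paper's supplement gives 20189846 to 37056251 mapped reads per hypothyroid library and 24870694 to 38637505 per hyperthyroid library. According to the methods, the authors mapped reads with Bowtie2 to mm9, called peaks with MACS2 and compared the conditions with edgeR, at a change of at least 1.5-fold and an adjusted p of 0.05. The legend of Fig. 4a names SICER and 4 to 5 experiments instead, and the list itself does not say which test gave its values. The deposited list gives the position and the adjusted p of each T3-regulated peak. It gives neither the direction nor the size of the change, and no value per library, so that peaks opened and closed by T3 are treated as one group wherever this list is used and the depth at single peaks is unknown.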

As an independent indicator of T3-dependent enhancers, we investigated T3-regulated open chromatin in anterior pituitary tissue using assay by transposase-accessible chromatin-sequencing (ATAC-seq) (Fig. 4a, b). To attain sufficient sensitivity for the detection of T3-induced changes, we immunopurified nuclei using a *Thrb*^b2Cre^ driver that induces a nuclear envelope epitope from the *Rosa26*^Sun1-GFP^ allele^42^. *Thrb*^b2Cre^ expresses Cre from the b2 promoter of the endogenous *Thrb* gene in anterior pituitary cell populations that are immunopositive for hormones including TSH subunits and GH (Supplementary Fig. 3). We identified 1424 T3-increased ATAC peaks and 352 T3-depleted ATAC peaks, suggesting that T3 regulates both the opening and closing of chromatin at putative inducible (positive) and repressible (negative) enhancers, respectively. 

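The T3-regulated peaks had a median width of 301 bp. Their adjusted p-values, from edgeR by the methods, ran from 7.59e-89 to 0.05 with a median of 1.35e-03. Peaks near transcription starts were few, with 4.28% within 1 kb of one and a median distance of 54278 bp. Of these peaks, 870 (48.99%, 95% Wilson confidence interval 46.67 to 51.31%) overlapped a TRβ-HAB peak of untreated pituitaries. Shifted peaks gave a mean of 3.70 and at most 11 overlaps (permutation by shifts, p = 0.001, the smallest that 1000 shifts can give). Requiring the overlap to cover at least 0.5 of the ATAC peak, the alternative that moved the share most, gave 42.40%. TRβ-HAB peaks of the cerebral cortex overlapped 100 of the ATAC peaks (5.63%, interval 4.65 to 6.80%). From the peaks that rose and those that fell, the paper proposes that T3 both opens and closes chromatin at putative enhancers.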

The top motif with the highest significance identified at T3-increased ATAC peaks was DR4 which was strikingly similar to TRβ binding sites (Fig. 4a). In contrast, at T3-depleted ATAC peaks, DR4 motif were not obvious, suggesting possible indirect control of these sites without involvement of typical receptor binding motifs. 

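Among the T3-regulated ATAC peaks of both directions, 549 (95% Wilson confidence interval 28.81 to 33.10%) contained a direct repeat with a 4 base spacer. Regions of the same length 10 kb away contained it in 3.49% of cases (Fisher's exact test, two-sided, p = 5.11e-116). The other 8 spacings were present in 5.74 to 8.00% of the ATAC peaks. Pituitary TRβ-HAB peaks that overlapped a T3-regulated ATAC peak contained the 4 base spacer repeat in 405 of 872 cases (46.44%), and those that did not in 1281 of 7179 (17.84%). With at most 1 mismatch the share of ATAC peaks was 6.53% against 0.28% of the regions 10 kb away, and with at most 3 it was 62.16% against 24.83%. These mismatch settings, like the search itself, were chosen after the peak lists had been opened.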

The top motifs identified at T3-depleted ATAC sites were for basic-zipper transcription factors such as Fra1 but with low statistical significance values.

**Fig. 4:**
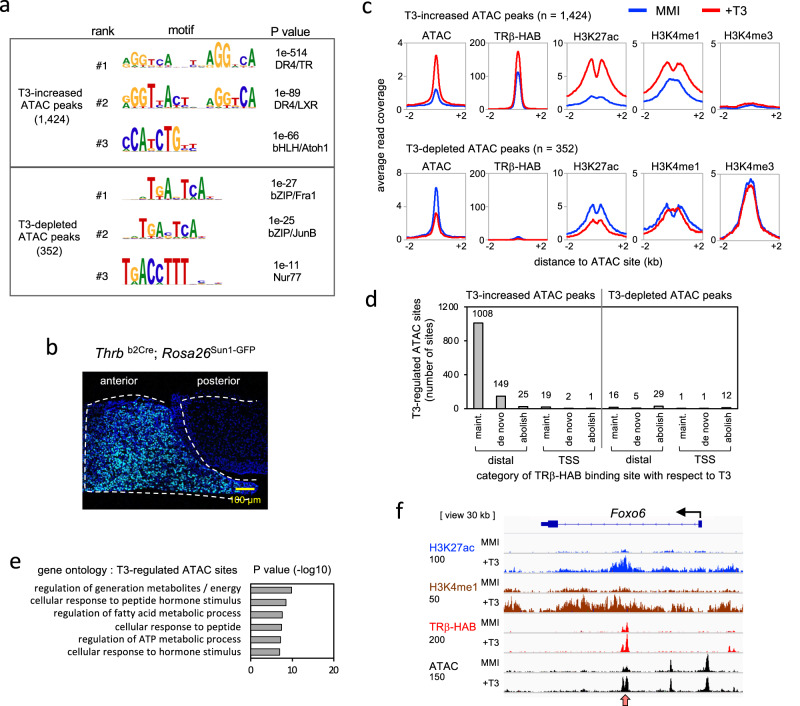
T3-regulated open chromatin in the pituitary gland. **a** ATAC-seq analysis of T3-regulated open chromatin sites in nuclei immunopurified from anterior pituitary of hypothyroid (MMI) and hyperthyroid (+T3) adult male mice. Motifs identified using HOMER analysis. Peaks identified by differential analysis of MMI versus +T3 datasets; cutoff for T3-dependence assigned as ≥ 1.5-fold change in magnitude with adjusted *P* value = 0.05 (SICER analysis). Pooled samples from 3 mice; 4–5 experiments. **b** Nuclei were immunopurified using a nuclear fluorescent protein induced from *Rosa26*^Sun1-GFP^ using a *Thrb*^b2Cre^ driver in the anterior pituitary. **c** Average profile curves of TRβ-HAB binding and histone modifications associated with T3-regulated ATAC peaks. **d** Association of T3-regulated ATAC peaks with TRβ-HAB binding site categories. Number of ATAC peaks noted above columns. **e** Gene ontology associated with T3-regulated ATAC sites. **f** An example gene, *Foxo6*, displays a T3-increased ATAC peak, T3-inducible histone marks and TRβ-bound site (red arrowhead). Raw reads scale, on *left*, below each mark label.

We then tested the predicted association of T3-regulated ATAC peaks with TRβ binding and T3-modified histone marks (Fig. 4c). In accord with the motif predictions (Fig. 4a), T3-increased ATAC peaks were highly associated whereas T3-depleted ATAC peaks were minimally associated with TRβ binding. Most T3-increased ATAC peaks (~85%) were associated with TRβ binding sites, predominantly in the maintained category (Fig. 4c, d). These sites displayed major T3-induced increases in H3K27ac and H3K4me1 histone marks (~98- and 23-fold, respectively), suggesting that these sites represented active, T3-inducible positive enhancers. Chromatin opening predicts a clearance of histones at open sites, which was supported by the appearance of a notch at the center of the T3-induced peaks for the histone marks (Fig. 4c). In contrast, most T3-depleted ATAC peaks (~80%) lacked detectable TRβ binding and displayed comparatively little regulation of H3K27ac and H3K4me1 marks. The lack of motifs for T3 receptors suggests that although T3 reduces chromatin accessibility at these putative negative enhancers, this regulation may be indirect. The relatively small numbers of T3-depleted ATAC peaks identified suggest that negative enhancers occur less frequently than positive enhancers.

Gene ontology analysis indicated that T3-regulated ATAC sites were enriched in gene categories such as response to hormones and metabolism (Fig. 4e, Supplementary Tables 1 and 2). 

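*Foxo6* lies on the minus strand of chromosome 4 of mm9, from 119939684 to 119959954. A T3-regulated ATAC peak from 119949827 to 119950639 lay in an intron, 9315 bp from the transcription start (adjusted p = 1.40e-19 from the authors' list, edgeR by the methods). It overlapped a pair of TRβ-HAB peaks of untreated pituitaries, from 119949651 to 119950150 with 66 HAB;BirA reads against 5 control reads and from 119950251 to 119950700 with 101 against 4. The direct repeat AGGCCAGCTGAGGACA, from 119950464 to 119950479 on the plus strand, matched the AGGTCA repeat at 10 of 12 bases. No cerebral cortex peak overlapped the ATAC peak, and the nearest one to the transcription start lay 3047 bp upstream of it, with 16 reads against 0.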

Figure 4f illustrates a representative gene, *Foxo6*, with a maintained TRβ binding site, T3-induced chromatin opening and T3-induced histone marks (H3K27ac and H3K4me1). Other gene examples are shown in Supplementary Fig. 4.

### Transcriptional sensitivity of the pituitary gland determined by TRβ

We determined the requirement for TRβ for pituitary gene expression by transcriptome analysis of *Thrb*-KO and control mice in hypothyroid and hyperthyroid conditions. 

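RNA-seq used whole pituitaries of male wild-type and *Thrb*-KO mice, each library from a pool of 3 pituitaries. There were 4 hypothyroid and 4 hyperthyroid wild-type libraries, and 5 of each for *Thrb*-KO. The authors mapped single-end reads with BBMap to RefSeq transcripts of mm9 and deposited CPM per transcript, reads scaled to one total for every library and not divided by transcript length. All values of a library were whole multiples of one step, which gave back whole reads and totals of 21453548 to 55273749 reads per library, with a median of 34673225. One transcript was kept per gene, the one with the highest mean CPM, a choice made after the table had been opened. Genes with CPM above 1 in all 18 libraries, 13145 in number, were tested with limma on log2(CPM + 1) in one model of the 4 groups, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. A named gene below this CPM limit was read from the same fit to the genes above it in at least 4 libraries. The libraries fell into 2 sets by their replicate number. In replicates 1 and 2 the recovered reads were 0.644 to 0.703 of the mapped reads that the supplement lists and *Lars2* lay between 2571 and 3420 CPM, whereas in replicates 3 to 5 the ratio was 0.983 to 1.08 and *Lars2* lay between 53.2 and 95.1 CPM. Both sets hold libraries of all 4 groups, and changes are also given within each. RNA of the targeted gene *Thrb* (NM_009380) was not lower in the libraries labelled *Thrb*-KO. It was 271 ± 20.1 CPM (SD, n = 5) in hypothyroid *Thrb*-KO and 257 ± 27.3 CPM (SD, n = 4) in hypothyroid wild-type mice, a log2 difference of 0.08 (limma adjusted p = 0.818). In hyperthyroid mice it was 260.2 ± 32.0 CPM (SD, n = 5) in *Thrb*-KO and 104 ± 22.8 CPM (SD, n = 4) in wild type, a log2 difference of 1.34 (limma adjusted p = 1.4e-06). T3 lowered *Thrb* RNA in wild-type mice by a log2 change of -1.32 (limma adjusted p = 1.27e-06), -0.99 and -1.64 within the library sets, and left it at -0.06 in *Thrb*-KO (limma adjusted p = 1). The table counts reads over the whole transcript and does not show whether the RNA of *Thrb*-KO mice encodes a receptor. At the protein level, the paper uses *Thrb*-KO pituitaries as the control without TRβ for TRβ2 immunostaining (Fig. 1c).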

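Of the 13145 genes tested, 509 were higher and 735 lower in hyperthyroid than in hypothyroid wild-type mice. Among the called genes, the 4 hyperthyroid libraries all lay above the hypothyroid ones for 415 and all below them for 662. Such separation occurred for 17.4% of all genes tested, where chance gives 2.86%. The numbers of induced and suppressed genes depended on how libraries were scaled. With edgeR's quasi-likelihood test and DESeq2's size factors, 724 genes were induced and 669 suppressed, 1145 of them among the 1244 above and in the same direction. Without hyperthyroid wild-type replicate 3, 650 were induced and 684 suppressed. Within replicates 1 and 2 the calls were 558 and 696, and within replicates 3 to 5 they were 552 and 956. The largest move came from dropping the 1.5-fold limit, which gave 906 induced and 1630 suppressed genes. Among the genes with CPM above 1 in all libraries, separated groups and the largest changes, *Sspo* (NM_173428) rose from 2.97 ± 0.67 CPM (SD, n = 4) in hypothyroid to 104 ± 23.2 CPM (SD, n = 4) in hyperthyroid mice. Its log2 fold change was 4.71 (standard error 0.16, limma adjusted p = 8.4e-13), 4.58 and 4.83 within the library sets. *Bmp7*, *Dock6*, *Upk3a* and *Gbp3* followed with log2 fold changes from 3.25 down to 3.02. The largest decrease was that of *Prss28* (NM_053259), from 479 ± 319 CPM to 6.17 ± 5.81 CPM (SD, n = 4 each), with a log2 fold change of -6.19 (standard error 0.48, limma adjusted p = 2.9e-08). *Chrdl1* changed by -3.67 on the log2 scale, from 196 ± 12.8 CPM to 15.0 ± 4.77 CPM (SD, n = 4 each).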

In wild-type adult male mice, T3-induced 516 genes and suppressed 714 genes (Fig. 5a). 

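The genes of Fig. 5b divided by whether CPM exceeded 1 in every library. Log2 fold changes are differences of log2(CPM + 1), which at low CPM are smaller than the ratio of the means. *Myh6* (NM_001164171) rose in wild-type mice from 0.237 ± 0.0805 CPM to 72.2 ± 26.4 CPM (SD, n = 4 each), a log2 fold change of 5.82 (standard error 0.17, limma adjusted p = 2.3e-14). The log2 ratio of mean CPM was 8.25, and 5.73 for *Ceacam16* and 6.29 for *Tmem45b* below. In the libraries labelled *Thrb*-KO it stayed at 0.215 and 0.208 CPM. Its paralog *Myh7* (NM_080728) changed by 2.63 on the log2 scale in wild type and by -0.35 in *Thrb*-KO (limma adjusted p = 0.684). *Ceacam16* (NM_001033419) rose from 0.305 ± 0.0821 CPM to 16.2 ± 1.02 CPM (SD, n = 4 each) in wild type, a log2 fold change of 3.72, and by 1.82 in *Thrb*-KO. The wild-type log2 fold changes of *Tmem45b*, *Trhde*, *Ttbk1*, *Lrat*, *C2cd4c*, *Foxo6*, *Bcl3* and *Ahrr* were 3.28, 3.16, 2.65, 2.45, 2.35, 2.29, 2.01 and 1.01, with limma adjusted p between 5.5e-15 and 7.5e-05. Hyperthyroid replicate 1 was low for *Tmem45b*, at 8.64 CPM against 10.4 to 10.5 in the other libraries of its group. *Hr* changed by 2.82 in wild type and 2.18 in *Thrb*-KO, and hyperthyroid wild-type replicate 3, at 125 CPM, lay apart from the other 3 libraries at 193 to 206 CPM. *Bpifb3* and *Dio3* were under the CPM limits. *Bpifb3* had at most 1 read in any hypothyroid wild-type library and 1.25 CPM in hyperthyroid mice, at least 14.2-fold higher. *Dio3* had 0.323 ± 0.291 CPM in hypothyroid and 0.926 ± 0.268 CPM in hyperthyroid wild-type mice (SD, n = 4 each) and was not tested. Among the suppressed genes, *Dio2* (NM_010050) fell in wild type from 1069 ± 145 CPM to 36.9 ± 2.80 CPM (SD, n = 4 each), a log2 fold change of -4.81 (standard error 0.13, limma adjusted p = 2.1e-14), -4.70 and -4.93 within the library sets. In *Thrb*-KO it fell by 2.00 on the log2 scale, and the genotypes differed by 2.81 (limma adjusted p of the interaction = 1.0e-08). *Trhr* changed by -4.08 in wild type and -2.04 in *Thrb*-KO. *Tyrp1*, *Anxa10*, *Ptpn5*, *Th* and *Gc* had wild-type log2 fold changes of -4.99, -4.33, -4.26, -3.60 and -3.56. *Slc22a19* had at most 2 reads in any hyperthyroid wild-type library and was at least 16.2-fold lower there than in hypothyroid mice. In hypothyroid *Thrb*-KO mice some of these genes were already lower than in hypothyroid wild type. The log2 differences were -4.15 for *Tyrp1*, -4.05 for *Anxa10*, -3.13 for *Ptpn5*, -3.00 for *Th* and -2.89 for *Gc*. They were -1.35 for *Trhr*, -0.77 for *Slc22a19*, -0.63 for *Dio2* and -1.19 for the induced gene *Ahrr*. The induced genes *Hr* and *Foxo6* were already higher there, by 1.03 and 0.59 (limma adjusted p = 9.2e-04 and 0.025). Replicate 5 of the hypothyroid *Thrb*-KO group held more *Tyrp1*, *Gc* and *Ptpn5* RNA than its other 4 libraries.

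**Figure D2:**
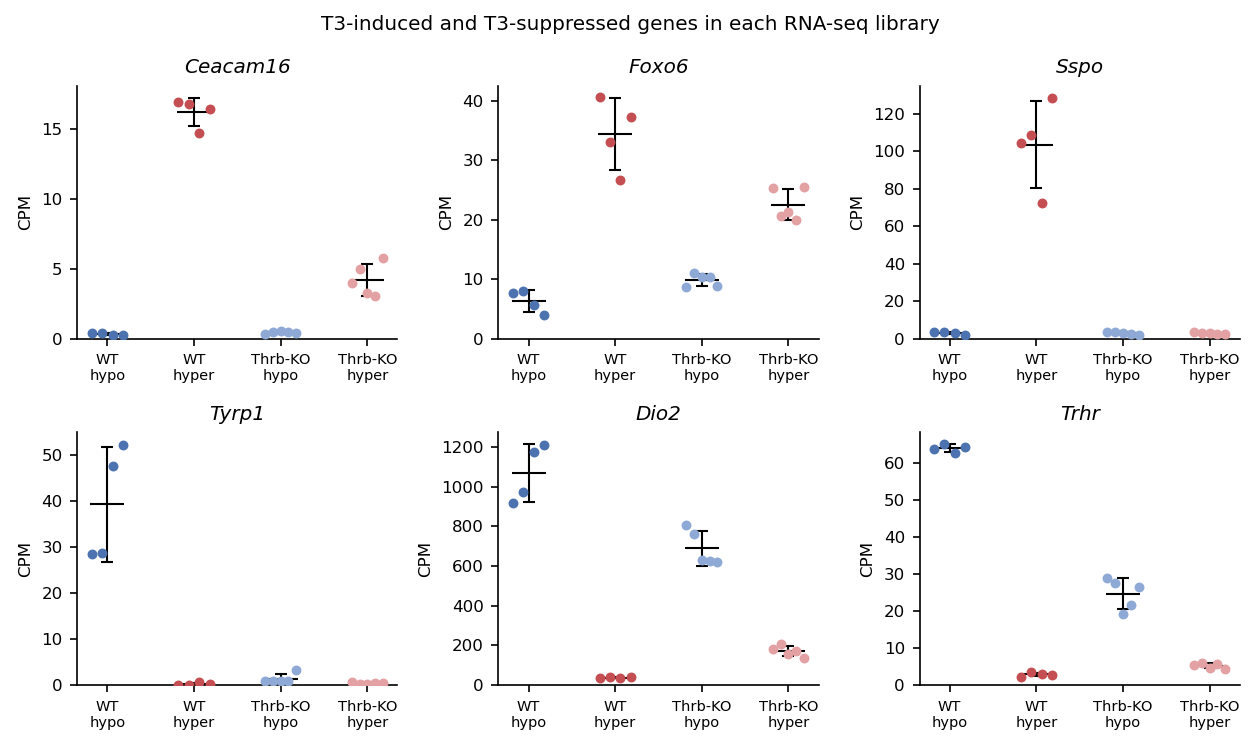
CPM (vertical axis, from 0) of *Ceacam16*, *Foxo6*, *Sspo*, *Tyrp1*, *Dio2* and *Trhr* in each RNA-seq library (points) of hypothyroid and hyperthyroid wild-type mice (n = 4 each) and *Thrb*-KO mice (n = 5 each), with the mean and SD. *Ceacam16*, *Foxo6* and *Sspo* rise and *Tyrp1*, *Dio2* and *Trhr* fall in wild type; in *Thrb*-KO *Sspo* stays at 2.84 and 2.87 CPM, and *Dio2* falls from 689 to 172 CPM.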

The regulation of representative novel and known genes was corroborated by qPCR analysis (dot plots in Fig. 5b). Pituitary hormone genes responded as reported previously^7,8^. 

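*Gh* (NM_008117) rose in wild-type mice from 55828 ± 7980 CPM to 115723 ± 30708 CPM (SD, n = 4 each), a log2 fold change of 1.03 (standard error 0.21, limma adjusted p = 1.7e-03). It was 0.94 and 1.11 within the library sets, and 0.86 to 1.15 with each library left out in turn. *Prl* (NM_011164) rose from 7502 ± 1739 CPM to 27554 ± 17981 CPM (SD, n = 4 each), a log2 fold change of 1.70 (standard error 0.31, limma adjusted p = 4.9e-04), 1.32 and 2.08 within the sets. The spread of *Gh* and *Prl* in hyperthyroid mice included replicate 3, the highest library for both, with 159094 and 53184 CPM. With no filter on low values the adjusted p of *Gh* became 0.972, where the other alternatives gave at most 0.0817. For *Prl* it became 0.152, in a range over the alternatives from 5.2e-08 to 0.281. *Tshb* (NM_009432) fell from 4565 ± 1772 CPM to 203 ± 178 CPM (SD, n = 4 each), a log2 fold change of -4.96 (standard error 0.51, limma adjusted p = 9.4e-07), -5.75 and -4.16 within the sets. *Cga* (NM_009889) fell from 8118 ± 2373 CPM to 1355 ± 213 CPM (SD, n = 4 each), a log2 fold change of -2.55 (standard error 0.16, limma adjusted p = 2.6e-09), -2.35 and -2.75 within the sets. For each of the 4 genes the hyperthyroid libraries all lay on one side of the hypothyroid ones.

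**Figure D3:**
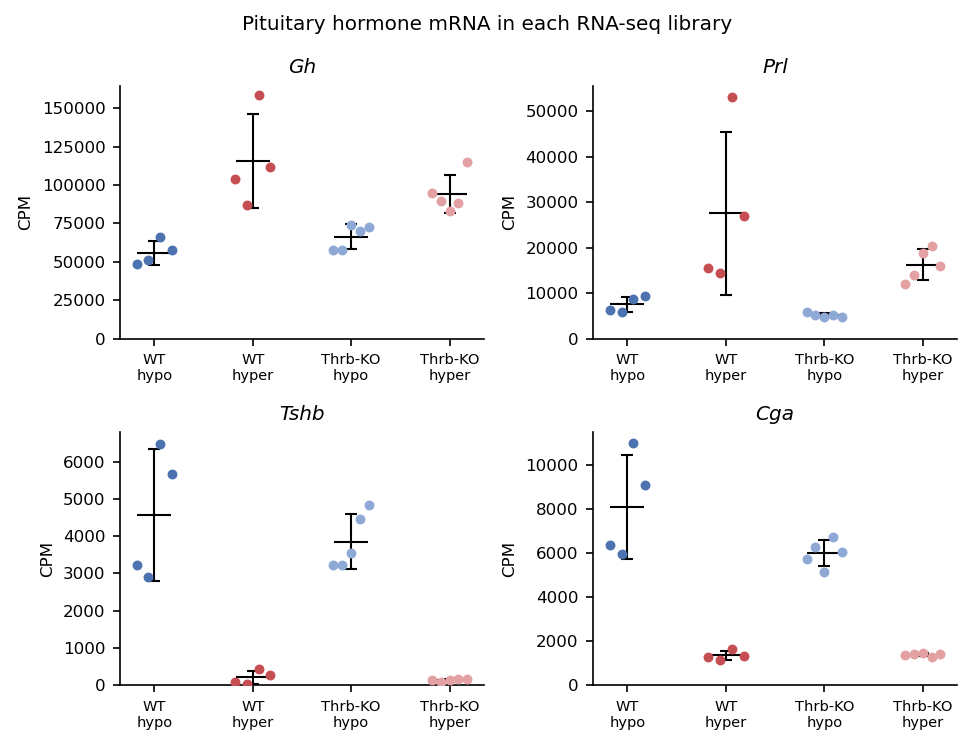
CPM (vertical axis, from 0) of *Gh*, *Prl*, *Tshb* and *Cga* in each RNA-seq library (points) of hypothyroid and hyperthyroid wild-type mice (n = 4 each) and mice labelled *Thrb*-KO (n = 5 each), with the mean and SD. *Gh* and *Prl* are higher and *Tshb* and *Cga* lower in hyperthyroid mice of both genotypes; hyperthyroid wild-type *Prl* ranges from 14523 to 53184 CPM.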

T3-induced *Gh* and *Prl* but suppressed *Tshb* and *Cga* subunit genes of TSH. 

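*Fshb* (NM_008045) was 608 ± 49.5 CPM in hypothyroid and 534 ± 23.5 CPM in hyperthyroid wild-type mice (SD, n = 4 each), a log2 fold change of -0.18 (limma adjusted p = 0.517). *Lhb* (NM_008497) was 354 ± 57.8 CPM and 409 ± 46.9 CPM (SD, n = 4 each), a log2 fold change of 0.22 (limma adjusted p = 0.292). *Pomc* (NM_008895) varied between libraries, with 5167 ± 1797 CPM and 5259 ± 2447 CPM (SD, n = 4 each). Its log2 fold change of -0.02 (standard error 0.28, limma adjusted p = 0.983) had no fixed direction and ran from -0.30 to 0.20 with each library left out in turn. Within the library sets the changes were -0.15 and -0.21 for *Fshb*, 0.14 and 0.29 for *Lhb*, and -0.04 and -0.00 for *Pomc*. The difference of *Fshb* was larger than the SD of either group and had one sign in both sets, and none of the 3 genes passed the adjusted threshold.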

Genes for gonadotropins (*Fshb*, *Lhb*) and Acth (*Pomc*) showed little response (Supplementary Fig. 4).

**Fig. 5:**
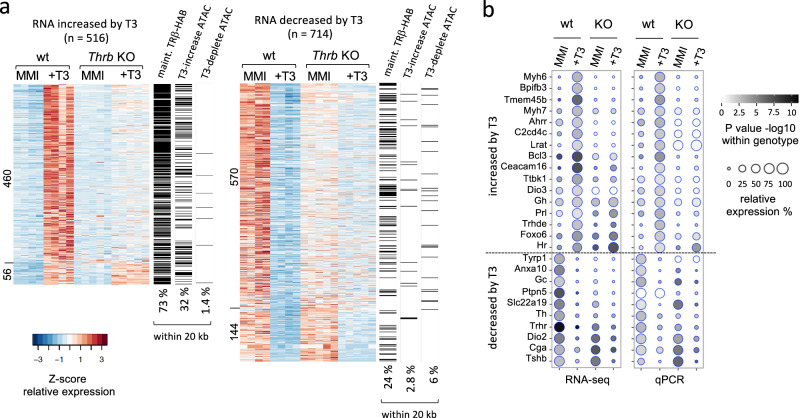
Blunted pituitary gene expression in TRβ-deficiency. **a** Heatmap of T3-induced and T3-suppressed genes detected by RNA-seq (criteria: ≥1.5-fold change in *Thrb*-KO compared to wild type; CPM > 1; *P* < 0.05, Student *t*-test). Groups, 4 or 5 pools of 3 pituitaries of adult male mice in hypothyroid (MMI) or hyperthyroid (T3) conditions. TRβ-deficiency (KO) impairs T3-stimulated changes in most induced (460) and repressed (570) genes. Unimpaired genes in the KO are listed at the bottom (56 and 144 genes). On the *right* of each heatmap, the 3 columns denote presence (black) or absence (white) of specific chromatin sites within 20 kb of the gene body for the following sites: TRβ-HAB maintained binding sites, T3-increased ATAC peaks and T3-depleted ATAC peaks (overall % incidence noted below columns). **b** Dot plots of representative T3-responsive genes determined by RNA-seq and qPCR (qPCR groups, 4 pools of 3 pituitaries). Statistical comparisons within a genotype determined by Student’s t-test.

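The response to T3 was compared between genotypes gene by gene, with libraries labelled *Thrb*-KO in the same limma model. In *Thrb*-KO mice 54 genes were induced and 79 suppressed, at the thresholds used for wild type. Of the 509 genes induced in wild type, 45 were also induced in *Thrb*-KO, and of the 735 suppressed, 68 were also suppressed. The median log2 fold change of the induced genes was 0.88 in wild type and 0.21 in *Thrb*-KO, and that of the suppressed genes was -0.81 and -0.24. Most kept their direction, with 449 of the induced (88.21%) and 675 of the suppressed genes (91.84%) changing the same way in *Thrb*-KO. Blunting was counted where the wild-type fold was at least 1.5 times the *Thrb*-KO fold, the fold criterion of the legend of Fig. 5a without the test that the legend also names. It was found for 325 of the 509 induced genes (63.85%, 95% Wilson confidence interval 59.59 to 67.91%) and 389 of the 735 suppressed genes (52.93%, interval 49.31 to 56.51%). These shares depended on the definition, and counting every gene with a smaller fold in *Thrb*-KO, the alternative that moved them most upward, gave 99.61% and 98.78%. With the fold limit dropped from the calls they were 37.75% and 25.34%. Lower shares follow from the definition there, as a gene called below 1.5-fold counts as blunted only if its *Thrb*-KO response is reversed. Within replicates 1 and 2 the blunted shares were 66.85% and 45.55%, and within replicates 3 to 5 they were 61.05% and 58.68%. The difference between genotypes was also tested itself, as an interaction, and 560 genes passed, 326 with a higher and 234 with a lower log2 fold change in *Thrb*-KO. With DESeq2's size factors in edgeR's test the interaction gave 297 and 332 genes, and without hyperthyroid wild-type replicate 3 it gave 325 and 373. *Foxo6* changed by 1.12 in *Thrb*-KO, from 9.83 ± 0.99 CPM to 22.5 ± 2.65 CPM (SD, n = 5 each), a difference from wild type of -1.18 (limma adjusted p = 2.7e-03), -0.94 and -1.40 within the library sets. *Gh* changed by 0.50 in *Thrb*-KO, and the difference from wild type of -0.53 was not significant (limma adjusted p = 0.447). In hypothyroid mice, 133 genes were higher and 264 lower in *Thrb*-KO than in wild type, or 151 and 382 with DESeq2's size factors. In hyperthyroid mice, 334 were higher and 305 lower, or 287 and 507 with those size factors. Within replicates 1 and 2 the numbers were 119 and 280 in hypothyroid mice, and 277 and 444 in hyperthyroid mice. Within replicates 3 to 5 they were 292 and 336, and 694 and 420, so that the balance in hyperthyroid mice differed between the library sets.

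**Figure D4:**
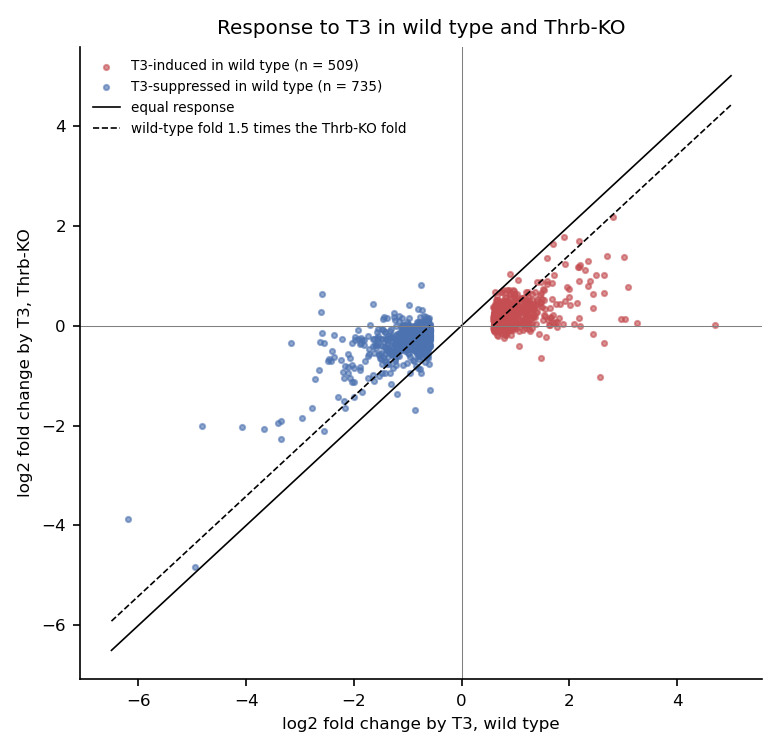
Log2 fold change by T3 in wild-type mice (horizontal axis) and in *Thrb*-KO mice (vertical axis) for the 509 genes induced (red) and 735 suppressed (blue) in wild type; the solid line marks equal responses and the dashed lines a wild-type fold 1.5 times the *Thrb*-KO fold. Between the dashed lines and the horizontal axis, or beyond it, lie 63.85% of the induced and 52.93% of the suppressed genes, and 2 induced genes and 1 suppressed gene were called in the opposite direction in *Thrb*-KO.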

TRβ-deficiency blunted the response of most genes in both induced and suppressed groups (~89% and ~79% of genes, respectively), indicating that TRβ broadly determines transcriptional sensitivity of the pituitary gland to T3 (Fig. 5a, b). The limited impairment in *Thrb*-KO mice of some T3-responsive genes, such as *Tshb* presumably reflects compensation by the T3 receptor (TRα1) encoded by the *Thra* gene^13,15^.

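*Tshb* in the libraries labelled *Thrb*-KO fell from 3856 ± 746 CPM in hypothyroid to 136 ± 31.1 CPM in hyperthyroid mice (SD, n = 5 each), a log2 fold change of -4.83 (standard error 0.46, limma adjusted p = 2.8e-06). Its response differed from that of wild type by 0.13 on the log2 scale (limma adjusted p = 0.995), with opposite signs in the library sets, 0.88 in replicates 1 and 2 and -0.64 in replicates 3 to 5. *Cga* changed by -2.11 (limma adjusted p = 9.9e-08) and *Prl* by 1.63 (limma adjusted p = 1.7e-03) in *Thrb*-KO. *Thra* (NM_178060) RNA was 87.1 ± 5.35 CPM in hypothyroid and 79.7 ± 5.26 CPM in hyperthyroid *Thrb*-KO mice (SD, n = 5 each). In wild type it was 76.4 ± 9.68 CPM and 55.8 ± 6.39 CPM (SD, n = 4 each), a log2 fold change of -0.44 (limma adjusted p = 3.1e-03). Hyperthyroid *Thrb*-KO mice had more *Thra* RNA than hyperthyroid wild type, by 0.51 on the log2 scale (limma adjusted p = 1.1e-03), and in hypothyroid mice the difference was 0.19 (limma adjusted p = 0.286). From responses such as that of *Tshb* that persist without TRβ, the paper proposes compensation by TRα1.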

### Pituitary gene expression associated with T3-regulated chromatin

To support a role for T3-regulated pituitary chromatin sites as enhancers, we investigated the association of T3-dependent gene expression with T3-regulated chromatin sites. TRβ-HAB binding sites were found near a higher proportion of T3-induced genes than T3-suppressed genes (~73% and ~24%, respectively, within 20 kb of a gene, Figs. 5a, 6a). Genome-wide analysis demonstrated this higher incidence (up to 3-fold) of TRβ-bound sites with T3-induced genes over distances up to 100 kb from the gene (Fig. 6b). 

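Genes called in wild-type mice were placed on the mm9 annotation, which held coordinates for 498 of the induced and 726 of the suppressed genes. Within 20 kb of the gene body, 161 of the 498 induced genes had a T3-regulated ATAC peak of either direction (32.33%, 95% Wilson confidence interval 28.37 to 36.56%). Of the 726 suppressed genes, 73 had one (10.06%, interval 8.07 to 12.46%). The ratio of the shares was 3.22 (Fisher's exact test, two-sided, p = 5.96e-22). The other 11641 tested genes had a peak in 6.54% of cases (interval 6.10 to 7.00%). At 100 kb, the distance that moved the shares most, 45.78% of the induced and 17.08% of the suppressed genes had a peak. Measured within 20 kb of the transcription start, they were 14.66% and 4.41%.

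**Figure D5:**
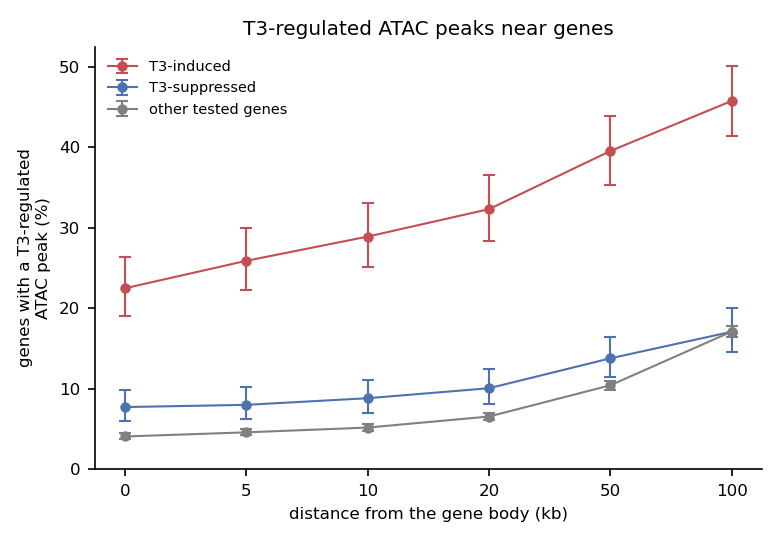
Percent of genes with a T3-regulated ATAC peak of either direction (vertical axis) by distance from the gene body (horizontal axis, 0, 5, 10, 20, 50 and 100 kb, evenly spaced), for T3-induced, T3-suppressed and other tested genes, with 95% Wilson confidence intervals. Induced genes lie highest throughout, from 22.49% at 0 kb to 45.78% at 100 kb; suppressed genes lie above the other genes up to 50 kb and level with them at 100 kb, at 17.08% and 17.10%.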

A substantially higher proportion of T3-increased open chromatin (ATAC) peaks was also detected near T3-induced than T3-suppressed genes (~10-fold higher incidence, within 20 kb of a gene, Figs. 5a,  6a, b). In marked contrast, T3-depleted ATAC peaks were rarely associated with T3-induced or T3-suppressed genes. Thus, T3-induced genes are associated with TRβ binding and T3-increased open chromatin characteristics of putative positive enhancers. However, T3-suppressed genes display a weaker association with TRβ-binding and poor association with chromatin opening or closing, precluding simple generalizations about characteristics of negative enhancers for T3-mediated repression.

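Suppressed genes had a T3-regulated ATAC peak of either direction within 20 kb somewhat more often than the other tested genes (Fisher's exact test, two-sided, p = 5.59e-04). The difference was present where the peak overlapped the gene body, at 7.71% against 4.06%, and absent within 100 kb (Fisher's exact test, p = 1). From the poor association of suppressed genes with chromatin opening or closing, the paper reasons that negative enhancers cannot be described by simple generalizations.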

**Fig. 6:**
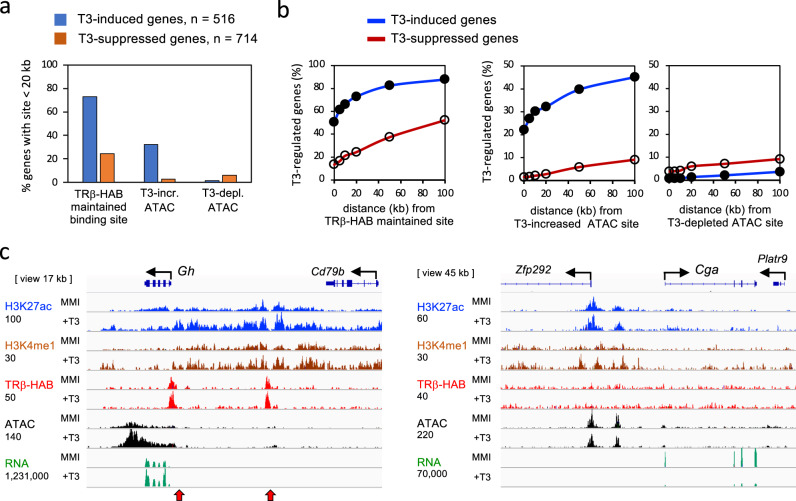
T3-regulated chromatin and pituitary gene expression. **a** Column graphs of the association of T3-dependent pituitary gene expression with TRβ-HAB bound sites (maintained category), T3-increased ATAC sites, and T3-depleted ATAC sites within 20 kb of the gene body. Analysis of 8384 maintained TRβ-HAB sites; 1424 T3-increased ATAC sites and 352 T3-depleted ATAC sites (Fig. 4c). **b** Curve plots of the association of T3-dependent pituitary gene expression with TRβ-bound sites, T3-increased and T3-depleted ATAC sites at distances up to 100 kb from the gene. **c** Example of the T3-induced *Gh* gene showing TRβ-bound sites (red arrowheads), T3-regulated open chromatin (ATAC) and histone marks. In contrast, the strongly T3-suppressed *Cga* gene lacks obvious regulation of chromatin by T3 or detectable TRβ binding. Raw reads scale on *left*, below each mark label.

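A T3-regulated ATAC peak overlapped *Gh* on chromosome 11, from 106160347 to 106161739 (adjusted p = 8.00e-04 from the authors' list, edgeR by the methods), across the 3′ end of the gene. It did not touch the TRβ-HAB peak of untreated pituitaries at the transcription start. The untreated TRβ-HAB peak farthest upstream contained the direct repeat ATGTCACCTAAGGTCA, from 106177984 to 106177999 on the plus strand, which matched the AGGTCA repeat with a 4 base spacer at 11 of 12 bases. In the middle peak the closest match, AGGGCAAGTGGGGTTA from 106169087 to 106169102, had 9 of 12 bases, and in the peak at the start the closest, TGGTTATGCAAGATCC from 106163347 to 106163362, had 8. No T3-regulated ATAC peak overlapped the upstream peaks.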

As an example, the growth hormone gene (*Gh*), a T3-inducible gene, displays TRβ-bound sites with T3-inducible chromatin opening and extensive histone modifications (Fig. 6c). The TRβ-bound site nearest the gene is consistent with in vitro transactivation studies of the rat *Gh* promoter^1,40^. In contrast, some T3-suppressed genes including the gene for the alpha subunit of TSH (*Cga*) lacked detectable TRβ binding or T3-regulated open chromatin despite the powerful suppression of *Cga* expression by T3 (Fig. 6c).

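*Cga* lies on the plus strand of chromosome 4 of mm9, from 34841028 to 34854619. Neither the T3-regulated ATAC list nor the TRβ-HAB lists of untreated pituitary and cerebral cortex held a peak within 30 kb of it. The same was true of the suppressed genes *Tshb* on chromosome 3 (102581321 to 102586637), *Dio2* on chromosome 12 (91962994 to 91976878) and *Trhr* on chromosome 15 (44027681 to 44067458). The lists hold called peaks only, so that binding below the authors' thresholds was not detectable. Not every suppressed gene lacked peaks. A TRβ-HAB peak from 110684051 to 110684400 on chromosome 12, with 45 HAB;BirA reads against 4 control reads, lay 6633 bp upstream of *Dlk1*, whose RNA changed by -1.58 on the log2 scale in wild-type mice (limma adjusted p = 8.0e-09). Untreated pituitary peaks lay within 20 kb of 37.19% of suppressed and 40.11% of other tested genes (Fisher's exact test, two-sided, p = 0.128). The peak near *Dlk1* alone therefore does not tie its suppression to TRβ.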

We demonstrated T3-inducible enhancer activity for representative TRβ-bound sites in transactivation assays using luciferase reporters in transfected cells. Supplementary Fig. 5 demonstrates enhancer activity for binding sites in the *Ceacam16* and *Thrb* genes. We further tested the role of DR4 motifs predicted by the genome-wide motif analysis. Mutagenesis of DR4 motifs in the *Ceacam16* and *Thrb* sites showed that these motifs were essential for T3-inducible activity.

### Inducible chromatin opening at T3-sensitive pituitary control sites

Our findings identify T3-inducible chromatin opening at a specific subset of TRβ-bound chromatin sites suggesting a key property of certain putative T3-sensitive enhancers in the pituitary gland. Of sites with maintained TRβ binding, ~15% (1008/6817) have T3-inducible chromatin opening (ATAC peaks, see Fig. 4d) whereas ~85% have constitutively open chromatin. We tested the hypothesis that T3-regulated gene expression is associated with inducible chromatin opening at putative enhancers by comparing equal groups of T3-inducible versus constitutively open sites (Fig. 7a). Both groups display comparable TRβ-HAB binding with moderate increases in average read counts in response to T3 (~76% and 57% increases in peaks, respectively). Both groups also display T3-induced histone modifications (H3K27ac, H3K4me1) and contain DR4 as the top motif (*P* < 1e−607 and <1e−533, respectively). However, genome-wide analysis showed a stronger association of T3-activated genes with inducible rather than constitutively open ATAC peaks (Fig. 7b), supporting a role for T3-inducible chromatin opening in pituitary gene activation (Fig. 7c).

**Fig. 7:**
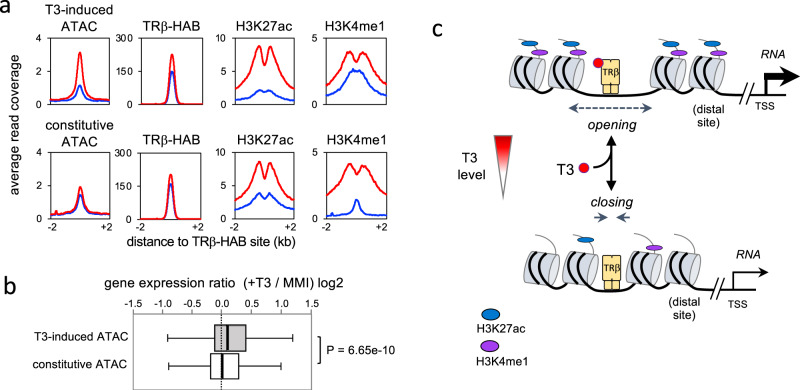
Inducible open chromatin at T3-sensitive sites. **a** Comparison of T3-inducible versus constitutively open chromatin (ATAC peaks) at T3-sensitive, putative enhancer sites in the pituitary gland. Analysis of 1,008 inducible ATAC sites versus the top 1008 constitutive ATAC peaks (of 5809 non-regulated ATAC peaks). Both groups maintain TRβ binding regardless of T3 status and have DR4 as the top motif. **b** Box plot of distribution of T3-regulated genes (RNA level) for both groups of ATAC sites. The median (line in 50% range box) differs significantly. Genome-wide analysis of all genes within 100 kb of ATAC sites (2,030 genes for T3-increased ATAC peaks; 2808 genes for constitutive ATAC peaks). Statistical analysis by Mann–Whitney test. **c** Simplified model for a T3-activated pituitary enhancer. Receptor-bound enhancers, typically at distal sites, dynamically and reversibly control chromatin opening and histone modifications according to the T3 level.

## Discussion

We find that TRβ binding sites in pituitary chromatin are determined at both tissue- and gene-specific levels. Tissue-specific determinants substantially dictate genomic binding sites as indicated by evidence that of pituitary binding sites, only ~12% are shared with cerebral cortex (Fig. 2) and ~15% are shared with retinal tissue^43^. Tissue-specific determinants may include cell type-specific transcription factors that stimulate chromatin opening or otherwise facilitate T3 receptor binding^2^. In the pituitary, the *Gh* gene is highly induced by powerful pituitary cell lineage activators such as Pit1, which may initiate activation and chromatin opening^1,44^. Although the T3 receptor may be a later-stage regulator, it mediates critical adjustable control over levels of *Gh* expression in response to T3. We find that T3 induces extensive chromatin remodeling and histone acetylation around the *Gh* locus potentially involving an interplay of T3-regulated enhancers and complex upstream control regions^45^. The findings suggest that impaired chromatin regulation contributes to GH-deficiency in hypothyroidism^3,5^.

A second level of specificity resides within the pituitary genome itself as TRβ binding sites are not equally responsive to T3. T3 induces chromatin opening and histone modifications primarily at sites that maintain TRβ binding regardless of T3 status. These sites represent the predominant category of receptor-occupied site in untreated conditions with physiological T3 concentrations. In contrast, sites at which binding is determined by T3, that is de novo induced or abolished, show comparatively little modification of chromatin by T3. We speculate that persistent receptor-enhancer interactions, perhaps aided by a high incidence of near-optimal DR4 sequence motifs, create a poised state capable of dynamic responses to T3 fluctuations (Fig. 7c). The moderate, relative increase in TRβ binding at some of these sites might reflect further stabilization by T3-induced conformational changes as the enhancer shifts to a more active state.

The in vivo tissue data available suggest that shifts in receptor binding are a general response to T3 although the patterns vary. In pituitary tissue, the maintained sites represent the majority of occupied sites when T3 is in physiological ranges. Potentially differing from our findings, a study of the liver reported that most receptor binding reflects T3-induced de novo recruitment based on chromatin immunoprecipitation with an antibody against T3 receptors encoded by both *Thrb* and *Thra* genes (i.e., TRβ and TRα1)^31^. However, another liver study using a knockin tag on TRβ1 reported that ligand increases the degree of binding rather than de novo binding at many sites^29^. An immunoprecipitation study of a human thyroid cell line in culture suggests that most receptor binding reflects T3-stimulated occupancy^46^. However, differences in experimental design, bioinformatics criteria, and technical detection of low levels of receptor binding preclude generalized conclusions between studies at the present time.

Most T3-dependent pituitary genes display some degree of resistance to T3 in *Thrb* KO mice indicating that TRβ mediates transcriptional sensitivity. The full phenotype is probably partly masked by TRα1 substituting for TRβ^13,15^. Current views of pituitary responses to T3 often focus on GH and TSH as clinically relevant, endpoint hormones in the circulation^5,9^ but our identification of several hundred T3-responsive genes suggests a broader spectrum of primary transcriptional actions at the genomic level.

For T3-induced genes, our results support a model of direct activation and chromatin opening at TRβ-bound sites (see later discussion). However, for T3-suppressed genes, low associations with T3-regulated open chromatin or TRβ binding suggest less obvious means of control. Mechanisms of repression by T3 present a long-standing puzzle. Hypothetical negative enhancers might be expected to display chromatin closing at receptor-bound sites commensurate with the extent of gene suppression by T3. However, some potently suppressed pituitary genes such as *Tshb*, *Cga* (TSH subunits), and *Trhr* (TRH receptor) (Fig. 5b, Supplementary Fig. 4), surprisingly lack T3-regulated open chromatin or detectable TRβ binding. These findings may support long distance or indirect modes of suppression^47,48^ and challenge earlier proposals of direct repression of *Tshb* and *Cga* based on transfection assays of short promoter fragments in vitro^49,50^. Although previous studies of short promoter fragments implied that negative enhancers reside close to the transcription start site, at the genome-wide level, our analysis did not reveal obvious enrichment of T3-regulated chromatin sites in the promoter-proximal region of T3-suppressed genes (Fig. 6b). Our in vivo evidence raises the possibility that T3-mediated pituitary gene suppression involves specialized forms of genomic control not involving obvious changes in chromatin accessibility or commonly studied histone modifications. Future studies might investigate other types of histone modifications, including active or repressive marks. There may be varied means of negative regulation. A rare example of a negatively regulated gene that displays some, modest chromatin closing at a receptor-bound site is *Opn1sw* (S opsin) in the retina^43^. A liver study using tagged TRβ1 suggested that binding sites associate with both induced and repressed genes but with shifting cofactor interactions in each case^29^. A functional role for any site in mediating gene repression by T3 in vivo remains to be demonstrated.

We propose a model for pituitary gene activation in which poised receptor-enhancer complexes adapt dynamically to T3 levels (Fig. 7c). This model could explain the sensitivity of the pituitary to T3 since persistently bound, poised receptors could confer immediacy of response to T3 fluctuations. Our findings are compatible with views that T3 stimulates histone acetylation^25,26,28,29,51^ but also implicate opening of the nucleosome array at poised sites in pituitary chromatin. It is unclear if TRβ can bind to a pituitary enhancer in a fully closed chromatin state. Limited, pre-existing opening, perhaps primed by cell-specific factors (Fig. 2) may allow access for TRβ regardless of T3 levels. Rising T3 levels may stimulate TRβ-bound sites to open further by recruitment of remodeling factors that displace nucleosomes^33^, allowing association with mediator and activation complexes^27^. In vitro studies suggest that Brahma-related gene-1^52,53^ and other SWI/SNF remodeling factors^46^ can modify T3 receptor activity in cells in culture. A key feature of a poised receptor model is its reversibility by declining T3 levels which would close chromatin, deacetylate histones and reduce gene expression in hypothyroidism. This proposal focuses on receptor-bound enhancers with T3-inducible open chromatin but does not exclude a role for other categories of binding sites.

Future studies might test the hypothesis that in the pituitary, T3 shifts the association of receptor-enhancer complexes with histone modifying or remodeling factors. Studies of a thyroid cell line in culture suggest that T3 modifies interactions with SWI/SNF factors^46^ and in the liver suggest that T3 modifies genome-wide cofactor associations in a coregulator shift model^29^. However, the in vivo picture is far from complete because of limited in vivo tissue data and a lack of comparable analyses between available studies. We anticipate that there is not a single, uniform type of T3-regulated enhancer and that tissue-specific specializations may reflect functional adaptations for each tissue.

Knockin tags are increasingly used as a powerful tool to isolate transcription factors and bypass a lack of specific reagents for chromatin-binding studies. Any tag may disturb the function of the gene, or the activity or stability of the product, even if only subtly, which is difficult to exclude entirely. For this reason, we employed an independent screen for enhancers by analysis of T3-regulated open chromatin, providing mutual support for findings obtained using the TRβ-HAB model. Mutations within the TRβ C-terminus as occur in human resistance to thyroid hormone disrupt T3-dependent transactivation^54,55^. However, this is not the case with the HAB tag which extends beyond but does not change the C-terminus or the AF2 activation domain of TRβ. Interestingly, variable amino acid residues that extend beyond the AF2 domain are not conserved between nuclear receptors^56,57^ and form a disordered extension in a crystal structure of TRα1^57^, which may explain why the HAB tag does not inhibit transactivation. The similar T3-sensitive transactivation by tagged or non-tagged receptors (Supplementary Fig. 1) and lack of overt phenotypes in *Thrb*^HAB/HAB^ mice suggest that any alterations in vivo would be minor. The utility of the TRβ-HAB model is supported by the consistency of chromatin binding sites identified in the liver using an N-terminal HA-TRβ1 tag^29^ or the C-terminal TRβ-HAB tag (Supplementary Fig. 6). Thus, tag location and different pull-down methods (immunoprecipitation or affinity-purification) do not overtly distort outcomes. Further support is provided by the finding of concordant sites in lipogenic genes in the liver using either virally expressed TRβ1 with an N-terminal biotinylation tag or the TRβ-HAB model^58^.

Overall, our findings of dynamic control of pituitary chromatin by T3 suggest a genomic basis for understanding pituitary function and dysfunction as well as responses of the pituitary to widely used treatments for hyperthyroidism or hypothyroidism^9^.

## Methods

### Mouse genetic models

The *Thrb*^HAB^ allele expresses TRβ proteins (TRβ1 and TRβ2) fused to a peptide with a hemagglutinin (HAx2) tag and a site for biotinylation by prokaryotic BirA ligase, modified from a published tag^30^. The tag was inserted at the endogenous *Thrb* gene by homologous recombination in W9.5 (129/Sv) embryonic stem cells^14^. The construct included a self-excising ACN neomycin-resistance cassette^59^, a 3.6 kb 5’ homology arm, and 4.6 kb 3’ homology arm with coordinates relative to the ATG start of the *Thrb* b2 exon: +47,877 to +51,787 and +51,791 to +56,830, respectively. Targeting was confirmed by Southern blot and sequencing analyses. Germline transmission was established by crossing with C57BL/6J mice (Jackson Lab # 000664). PCR genotyping was performed using 3 primers as follows: TRbF, 5’-CCA TGT GAC ACA CTT TTG GC-3’; TRb-R, 5’-GTG CTG CAG GAA TGA CAA GA-3’; HAB-R, 5’-CA TTA CTC GTG CCA CTC GAT CTT C-3’ giving bands of 186 and 321 bp for wild-type and HAB alleles, respectively, using conditions: denaturation at 94 °C for 2 min, 33 cycles of 94 °C for 30 s, annealing at 61 °C for 30 s, extension at 72 °C for 40 s, then extension at 72 °C for 5 min. Genotyping primers and other primers used in this study are listed in Supplementary Table 3.

To biotinylate receptors, *Thrb*^HAB^ mice (129/SvJ × C57BL/6J background) were crossed with *Rosa26*^BirA^ mice (background of 129/OlaHsd backcrossed at least 3 generations onto FVB/N, as described by the supplier; Jackson Lab #010920)^35^. Genotyping was performed using PCR protocols provided by the Jackson Lab. Anterior pituitary-specific nuclei were labeled by crossing *Rosa26*^*Sun1-GFP*^ mice (*Gt[ROSA]26Sor*^tm5(CAG-Sun1/sfGFP)Nat^, Jackson Lab #030952)^42^ and *Thrb*^*b2Cre*^ mice^43^ on a C57BL/6J × 129/Sv background. *Thrb*^-/-^ mice were on a C57BL/6J background (Jackson Lab # 003462)^14^. *Thrb*^b1-lacZ^ and *Thrb*^b2-lacZ^ mice carry knockin reporters at the endogenous *Thrb* gene (backcrossed for several generations onto C57BL/6J) as described^17^.

Unless otherwise noted, adult male groups (2–4 months old) were analyzed. Mice were kept in a 12 h light/12 h dark cycle and tissues taken in the light phase between ~14.00 and 18.00 h. To induce hypothyroidism, 0.05% Methimazole (MMI) and 1% potassium perchlorate (KClO_4_) were added to the drinking water for 4 or 5 weeks. Subgroups were made hyperthyroid by co-administration of 0.5 μg/ml T3 in the drinking water for the final week^60^. Studies were performed in accordance with the NIH Guide for Care and Use of Laboratory Animals and protocols approved by NIDDK Animal Care and Use Committee.

### Tissue immunostaining and histomorphometry

Adult male pituitary glands were fixed in 2% paraformaldehyde (PFA) and 12 μm cryosections prepared for staining using established histological methods^17^. Antibodies are listed in Supplementary Table 4. Images were captured on a Leica SPE2 confocal microscope and processed using ImageJ. Pituitary glands were sectioned in the coronal plane and areas of a half-lobe of the anterior pituitary after immunostaining for GH were measured using ImageJ. For thyroid histology, the entire gland attached to the trachea was fixed in 2% PFA/3% glutaraldehyde for 2 days, treated in 0.1 M EDTA for 1 week, then embedded in methacrylate plastic. To retain morphology, both lobes were sectioned in place on the trachea at 4 μm thickness in the transverse plane on a microtome, then stained in hematoxylin and eosin^17^. Areas of colloid within follicles (20 views) and of total lobes (10 views) were measured in transverse, mid-lobe sections using ImageJ.

### Auditory measurements

Auditory-evoked brainstem responses were tested using established procedures on adult mice under avertin anesthesia^17^.

### Hormone measurements

TSH, total T4 and total T3 levels in serum samples were measured using Milliplex magnetic bead panels. T4 and T3 were measured with a rat panel (RTHMAG-30K; MilliporeSigma)^61^ according to the manufacturer’s instructions. Independent analyses of T4 and T3 in untreated groups by LC-MS/MS, as described^62^ gave similar outcomes. TSH and GH were measured using a Milliplex MAP Mouse Pituitary Magnetic Bead Panel Mouse (MPTMAG-49K; MilliporeSigma) and Millipore Luminex200 plate reader with Millipore Analyst Software (MilliporeSigma)^63^.

### Transfection and luciferase assays

TRβ2 or TRβ1 mouse cDNAs with or without fusion to a 3’ HAB tag were inserted into pcDNA3 expression vectors. HEK293T cells were cultured in Dulbecco’s modified eagle medium (DMEM) with 10% fetal bovine serum (FBS). Subconfluent cells in 12-well plates were transfected with 100 ng of a T3-responsive luciferase reporter, 10 ng phRG-tk renilla control plasmid and 200 ng of receptor expression vector with or without 5 ng of a BirA expression plasmid^30^, using GenJet^TM^ reagent (SignaGen Lab). A BirA expression Luciferase reporter plasmids with a tk promoter carried the following response elements: TREpal0^64^ in a pGL2 vector containing 2 copies of a palindromic repeat (5’-AGG TCA TGA CCT GAG ATC TCA GGT CAT GAC CT-3’) and DR4 in a pGL4 vector containing 2 copies of a direct repeat with 4 base spacer (5’-AGG TCA CTT CAG GTC ATC ACG TAA CTG ATG TAG GTC ACT TCA GGT CA-3’). Charcoal-stripped FBS was used with T3 added at stated final concentrations the day after transfection. Luciferase activity was measured 24 h after T3 treatment.

GH3 rat pituitary cells were cultured in DMEM with 10% FBS and transfected using GenJet^TM^ reagent (SignaGen Lab). The next day, cells were treated with or without 10 nM T3 in DMEM with 2.5%, charcoal-stripped FBS. One day later, cells were harvested and luciferase activity measured on a GloMax 96 Microplate Luminometer, after adding Dual-Glo Luciferase reagent, then again after adding Stop & Glo reagent (Promega). Genomic DNA fragments containing TRβ-binding sites were cloned into chromatin-forming pREP4-Luc2 reporter vector. Luciferase activity was calculated as the ratio of firefly luciferase (Luc2)/renilla control activity. Samples were analyzed in triplicate and experiments repeated at least twice.

### Cytoplasmic/nuclear fractionation of transfected cells and western blot analysis

Cell pellets were obtained from 10 cm plates of HEK293T cells transfected with 5 μg of pcDNA3-TRβ1, pcDNA3-TRβ2, pcDNA3-TRβ1-HAB or pcDNA3-TRβ2-HAB using GenJet^TM^ reagent (SignaGen Lab). Pellets were homogenized in 1 ml of ice-cold cytoplasmic extraction buffer containing 10 mM HEPES, 10 mM KCl, 0.1 M EDTA, 0.1 mM EGTA, 1 mM DTT, 0.5 mM PMSF and protease inhibitor cocktail (Roche 11836145001), incubated on ice for 15 min, then mixed (vortex for 10 s) with 2.5 μl of 20% NP40. After centrifugation at 13,000 × *g* for 30 s, the supernatant (cytoplasmic fraction) was taken and stored at −80C. The nuclear pellet was resuspended by pipetting in 150 μl of nuclear extraction buffer (20 mM HEPES, 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, 1 m MDTT, 1 mM PMSF and protease inhibitor cocktail). The suspension was vortexed vigorously every few minutes while keeping on ice for 15 min. After centrifugation at 13,000 × *g* for 5 min, the supernatant (nuclear extract) was taken and stored at −80C. Cytoplasmic and nuclear fractions were analyzed by 10% SDS-polyacrylamide gel electrophoresis in MOPS buffer with electro-transfer to PVDF membranes. Rabbit antiserum against TRβ1 (1:2500) or TRβ2 (1:2500)^65^ was used to detect tagged and untagged receptors. The secondary antibody was horseradish peroxidase-goat anti-rabbit IgG (Cell Signaling Technology, 5127) (1:2000). Western blot immunostaining for tubulin and lamin A/C was used to detect cytoplasmic and nuclear markers, respectively, and for actin to indicate protein loading. Secondary antibody was horseradish peroxidase-goat anti-mouse IgG (Cell Signaling Technology, 58802) (1:2000) with detection using Clarity™ Western ECL Substrate (Bio-Rad, Cat 170–5060) and ChemiDoc™ Touch Imaging System (Bio-Rad). Original scans of western blots with markers are included in Supplementary Fig. 7.

### Affinity-purification of biotinylated protein

Nuclear protein extracts were prepared^65^ from pituitaries (pools of 3) of the indicated genotypes (Supplementary Fig. 3) then incubated with streptavidin T1 Dynabeads (Invitrogen, Cat 65601) at 4 °C overnight to bind biotinylated proteins. Beads were washed 3x in 50 mM Tris-HCl, pH 7.5, 400 mM NaCl, 1% Triton X100, 1% Sodium Deoxycholate, 2% SDS, 2 mM EDTA, 0.5 μM PMSF and 0.1% protease inhibitor cocktail. Affinity-purified protein was resuspended in 2x SDS gel loading solution (Quality Biological Inc, #351082661) and eluted from beads by boiling for 10 min. Nuclear extract (input), supernatant (wash) and affinity-purified proteins were analyzed by 10% SDS-polyacrylamide gel electrophoresis in Tris-glycine buffer with electro-transfer to nitrocellulose membrane. Rabbit antiserum against TRβ2 (1:2500)^65^ was used to detect tagged and untagged receptors. Secondary antibody was horseradish peroxidase-goat anti-rabbit IgG (ThermoScientific G21234)(1:10,000). Signal was detected using Pierce ECL Plus Western Blotting Substrate (Thermo Scientific, Cat 32106) and Kodak Biomax film exposure.

### Quantitative PCR (qPCR) analysis

Groups contained 4 replicates, each representing a single pituitary or ≥2 pooled pituitaries (male). Random hexamer primers were used to synthesize cDNA from total RNA using SuperScript III reverse transcriptase (Life Technologies). First-strand cDNA was mixed with 250 nM of test gene primers with Power SYBR master mix in a StepOne Plus real-time PCR system (Life technologies). Relative RNA levels were normalized to *Actb* as a reference gene. See Supplementary Table 3 for primer sequences.

### Statistics and reproducibility

Data are shown as mean ± SD unless otherwise noted. Pairwise comparisons were performed using Student’s t-test. Multiple group comparisons were performed by ANOVA followed where appropriate by posthoc analysis with Tukey’s test for individual comparisons. *P* < 0.05 was considered to indicate significance. A Mann–Whitney test was used in Fig. 7b (https://astatsa.com/WilcoxonTest/). Tests and groups are noted in the figure legends. Statistical tests were performed using GraphPad Prism version 9.2.0.

### RNA-sequencing

Total RNA was prepared from pools of 3 frozen pituitaries per library, using TRIzol Reagent (Invitrogen, Cat 15596-026), then mRNA enriched using Dynabeads mRNA purification Kit (Ambion Cat# 61006) and quantified using Qubit RNA Broad-range assay Kit (Thermo Fischer Scientific). Five μg of total RNA was denatured at 65 °C for 5 min, then incubated with oligo(dT)-beads with rotation at room temp for 5 min. Beads were washed twice in 10 mM Tris-HCl pH7.5, 0.15 M LiCl, and 1 mM EDTA, then mRNA eluted in 10 mM Tris-HCl pH 7.5 at 80 °C for 2 min. Libraries were synthesized using SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen) and sequencing libraries generated using Illumina Truseq (Cat# 15034288) or ThruPLEX DNA-seq (Takara, R400428) kits. Samples were multiplex-sequenced on an Illumina HiSeq 2500 instrument at the NIDDK Genomics facility. Single-end 50 base reads were mapped to RefSeq mouse transcript database mm9 (Build 37) using BBMap version 36.02 with aligned data in bam file format. Transcripts with >1 counts per million (CPM) in all RNA-seq samples were selected for further analysis.

### ChIP-seq

Pools of 12 frozen pituitaries were cross-linked in 1% formaldehyde in 1x PBS and cOmplete^TM^ protease inhibitor (Roche #11836145001) for 10 min at room temperature, then glycine added at 125 mM final concentration to quench the reaction. Samples were centrifuged at 1400 × *g* for 2 min at room temperature. The pellet was washed by vortexing in 10 mL ice-cold PBS with protease inhibitor, pelleted again, suspended in 2 mL ice-cold cell lysis buffer and homogenized using 40 plunges with pestle A in a 1 mL glass homogenizer on ice. The sample (~2 mL) was transferred into a 15 mL tube. The homogenizer and pestle were rinsed in 2 × 4 mL cell lysis buffer to collect residues. The total 10 mL sample was incubated on ice for 15 min, then centrifuged at 3800 × *g*, for 10 min at 4 °C. The nuclear pellet was resuspended in 1.5 mL nuclear lysis buffer, incubated at room temp for 10 min, then mixed with an additional 1.5 mL of buffer. The sample was sonicated in a 15 mL conical tube (Fisher Scientific sonicator, model FB705) then centrifuged at 18,000 × *g* for 10 min at 4 °C, to yield supernatant (sample) for analysis.

For ChIP-seq assays of histone marks, 3 mL of supernatant was incubated with specific antibody on a rotator at 4 °C overnight, then mixed with 20 μl pre-washed Magna ChIP Protein A + G beads (Millipore, #16-663) for 2 h. Beads were washed in dilution buffer (16.7 mM Tris-Cl, pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton X100), then in low-salt (20 mM Tris-Cl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X100, 0.1% SDS), then high-salt (20 mM Tris-Cl, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X100, 0.1% SDS), then ice-cold LiCl buffer (50 mM Tris-Cl, pH 7.5, 250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate), then rinsed twice in 1 ml TE buffer (10 mM Tris-Cl, pH 8.0, 1 mM EDTA). Proteins were eluated from beads in 250 μl of buffer (1% SDS, 0.1 M NaHCO3), then cross-links reversed by addition of 10 μl 5 M NaCl and incubation at 65 °C for 4 h. To release DNA, proteinase K was added at final concentration 0.5 mg/mL with 5 μL of 0.5 M EDTA and 10 μL of 1 M Tris pH 6.5, with incubation at 56 °C for 1 h. DNA was collected using a magnet rack, purified by QIAquick PCR Purification Kit (QIAGEN, 28104) and quantified using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, #Q32851). ChIP-seq libraries were generated using an Illumina Truseq kit (Cat# 15034288).

### ChAP-seq

For ChAP-seq, pools of 12 pituitaries (*Thrb*^HAB/HAB^;*Rosa26*^BirA/BirA^ and control Rosa26^BirA/BirA^ genotypes, males) were processed as for ChIP-seq to the supernatant sample stage. The ChAP-seq method was modified from published protocols^66^. A 3 mL sample was incubated with pre-washed Streptavidin T1 beads (Invitrogen Dynabeads, #65601) on a rotator at 4 °C overnight. All subsequent steps were as in the ChIP-seq protocol. ChAP-seq libraries were generated using Illumina Truseq kit (Cat# 15034288).

### ATAC-seq library construction and sequencing

Nuclei were isolated from single pituitaries or pools of 2 pituitaries, frozen, from hypothyroid or hyperthyroid *Thrb*^b2Cre/+^;*Rosa26*^*S*un1-GFP/Sun1-GFP^ male mice. Tissue was homogenized in 0.5 mL ice-cold nuclei isolation buffer (NIB) (20 mM Tris-HCl, 50 mM EDTA, 5 mM Spermidine, 0.15 mM Spermine, 0.1% mercaptoethanol, 40% Glycerol, pH 7.5) with EDTA-free protease inhibitor (Roche 11836170001) in a 1 mL glass homogenizer using pestle A. The homogenate was filtered through a cell strainer (Corning 352235 USA) and centrifuged at 500 × *g* for 5 min at 4 C. The nuclear pellet was washed with resuspension buffer (RSB) (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl2, pH 7.4) containing 0.4% IGEPAL^®^CA-630 (Sigma-Aldrich, I8896). The pellet was resuspended in 10 mL RSB with 0.4% IGEPAL-630, incubated with 10 μg of anti-GFP antibody (Abcam ab290, RRID: AB_303395) for 30 min, then incubated with 60 μL of Dynabeads for 20 min. Bead-bound nuclei were passed through a 20 μm strainer (Partec 04-0042-2315) and washed in 3 × 5 mL, 2 × 1 mL, and 1 × 1 mL RSB with 0.4% IGEPAL-630. All steps were performed on ice with incubations using an end-to-end rotator. To calculate the concentration of nuclei, a 5% sample of bead-bound nuclei was sonicated, then dsDNA concentration measured using a mouse genomic DNA standard curve. Approximately 50,000 bead-bound nuclei were incubated in a 50 μL volume containing 25 μL of 2X Tagment DNA buffer, 2.5 μL Tn5 transposase, 0.5 μL of 1% digitonin, and 22 μL nuclease-free water (Illumina FC-121-1030; G9441, Promega) for 30 min at 37 °C. Fragmented genomic DNA was recovered using MinElute spin columns (Qiagen #28604) and amplified by five cycles of qPCR. A 10% volume of the PCR mixture was subjected to an additional 20 cycles of SYBR green-based qPCR while the remaining sample was kept on ice. The qPCR data suggested the number of additional cycles required to generate product at 25% saturation. Typically, 4–7 PCR cycles were added to the initial 5 cycles. Amplified DNA was purified on AMPure XP beads (Beckman A63881), analyzed on an Agilent Bioanalyzer and sequenced (50 base, single end) on an Illumina HiSeq 2500 instrument.

### Processing of ATAC-seq data

Sequencing reads were aligned to mm9 genome build using Biotie2. We determined open chromatin peaks using MACS2 (cutoff *P* value = 1e−5, bandwidth = 300 bp; criteria for intersecting peaks in replicates were a minimum 75% overlap and minimum 1 bp common region). Differential analysis was performed using edgeR 3.16.5 with parameters: log2(fold-change) ≥ 0.58 for enrichment, log2(fold-change) ≤ 0.58 for depletion, and adjusted *p*-value threshold = 0.05. Transcription factor binding motifs were obtained from the HOMER database^67^.

### Processing of RNA-seq, ChAP-seq, and ChIP-seq data

Gene annotation was based on the NCBI reference sequence database (RefSeq) for mouse genome assembly mm9. Transcription start site (TSS) regions were defined as ±1 kb from TSS of reference genes and distal regions as all regions except TSS regions. Differential analysis of RNA-seq data was based on ≥1.5-fold change and P < 0.05 using R software. Gene expression heatmaps and dot plots generated from RNA-seq or qPCR data were created using R (version 4.1.1).

For ChIP-seq, regions enriched for histone marks were identified using SICER^68^ with a 200 bp window and estimated false discovery rate (FDR) threshold of 1e−3. For ChAP-seq analyses of TRβ-HAB data, peaks were called using SICER based on a window of 50 bp and FDR threshold of 1e−6 by differential analysis of *Thrb*^HAB/HAB^;*Rosa26*^BirA/BirA^ (HAB;BirA) and control *Rosa26*^BirA/BirA^ (BirA) genotypes. We identified pituitary T3-induced peaks, T3-abolished peaks, and maintained peaks, by comparison of 14,763 HAB peaks in hyperthyroid (+T3) conditions with 17,031 HAB peaks in hypothyroid (MMI) conditions. Identified peaks (FDR 1e−6; 50 bp windows) were assigned with respect to response to T3, as follows: maintained sites were defined as peaks found in both MMI and +T3 conditions with at least 1 bp overlap between peaks in each condition; abolished and de novo categories represented remaining peaks in the MMI and +T3 conditions. Genomic heatmaps were generated with 50 bp resolution and ranked according to the intensity at the center of a ±4 kb window. Average profile curves represent number of reads for each group with the peak at the center of a ±2 kb window. IGV gene maps were created using Integrative Gene Viewer version 2.8.2. Gene ontology for TRβ-HAB or ATAC peaks was analyzed using GREAT version 4.0.4 with default parameters (http://great.stanford.edu/public/html/). We assessed the consistency of chromatin binding peaks detected with TRβ-HAB (C-terminal tag, streptavidin-based ChAP) and another knockin, HAx3-TRβ1 (N-terminal tag, antibody-based ChIP)^29^ by analyses of datasets for liver^58^ (GEO access # GSE133110 and GSE159648, respectively). See Supplementary Fig. 6.

A summary of genomic datasets generated in this study is listed in Supplementary Table 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information file

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

## Data Availability

All data that support the findings are available within the manuscript and the Supplementary Information. Numerical source data for the graphs in the manuscript are available in a Supplementary Data file. Genomic datasets generated in this work are available at GEO with accession # GSE197703.

# Supplementary material for: Thyroid hormone-regulated chromatin landscape and transcriptional sensitivity of the pituitary gland
**Source:** Commun Biol. 2023 Dec 11;6:1253. doi: 10.1038/s42003-023-05546-y
**Supplement:** Supplementary file 1 — Supplementary Information file

## SUPPLEMENTARY INFORMATION

### **“Thyroid hormone-regulated chromatin landscape and transcriptional sensitivity of the pituitary gland”**

Cho, Y.-W., Fu, Y., Huang, C.-C. J., Wu, X., Ng, L., Kelley, K.A., Vella, K.R., Berg, A. H.,  
Hollenberg, A.N. Liu, H., and Forrest, D.

This Supplementary Information file contains:

Supplementary Figures 1 – 7

Supplementary Tables 1 - 5

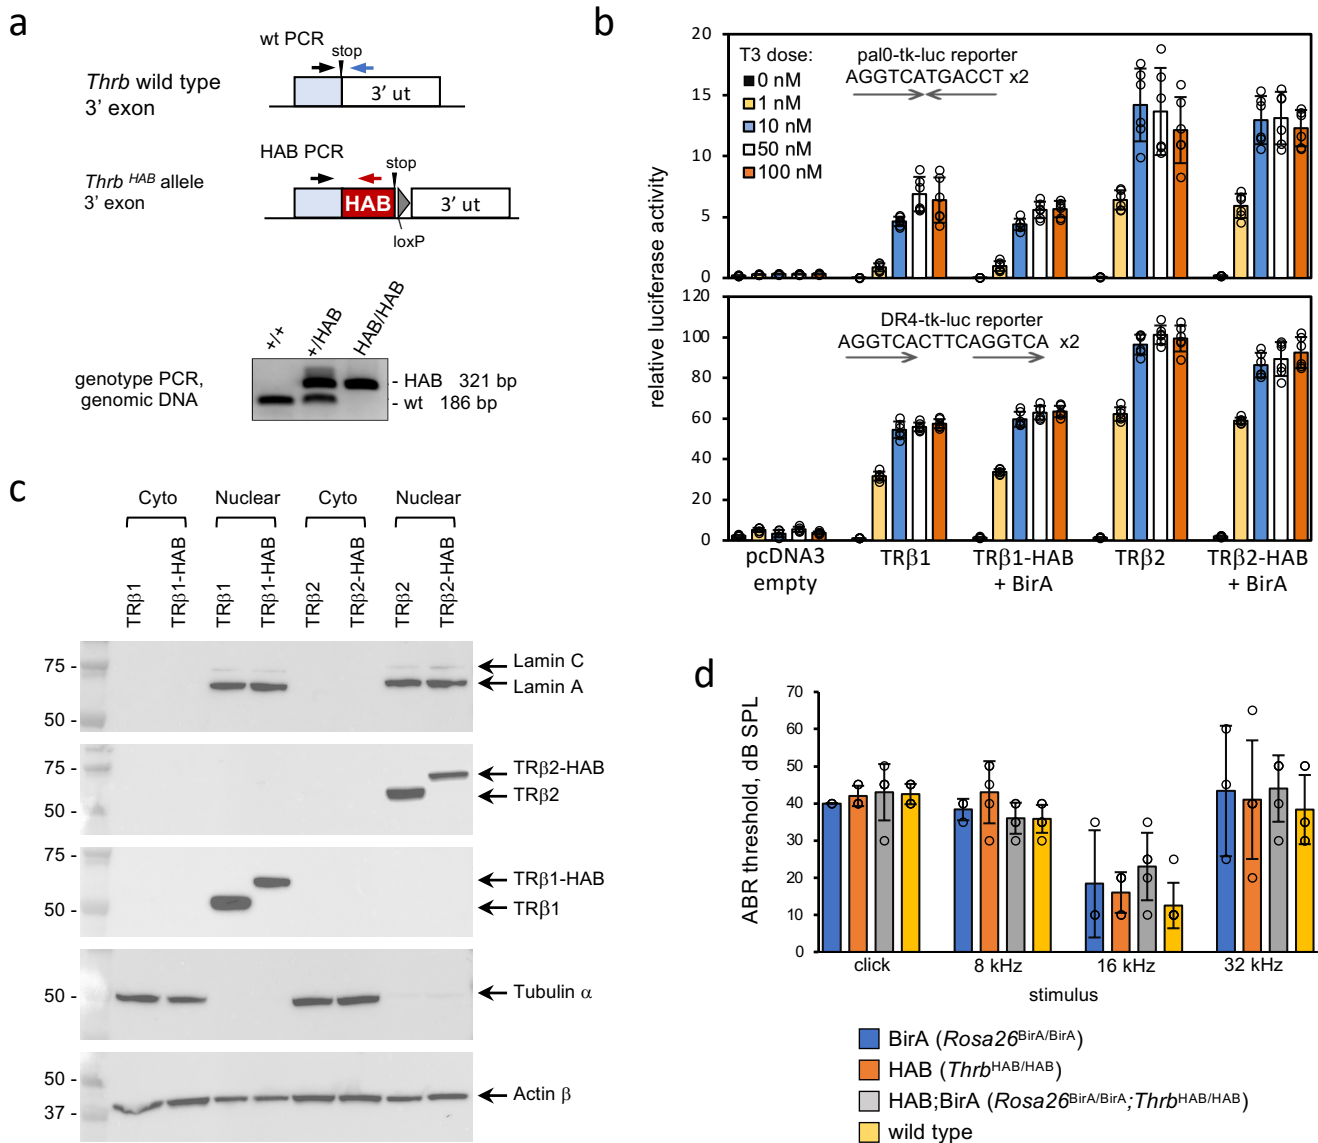

### Supplementary Fig 1. *Thrb*<sup>HAB</sup> knockin allele and tagged receptor function

**a**, PCR genotyping of *Thrb*<sup>HAB</sup> allele (arrows denote primers; see Materials and Methods). Gel image shows bands detected for tagged (HAB) and wild type (wt) alleles in mouse genomic DNA.

**b**, Transactivation of luciferase reporters by tagged and non-tagged receptors in transfected HEK293T cells; pcDNA3, empty vector. Reporters contained two different T3-response elements: pal0, palindromic repeat of AGGTCA; DR4, direct repeat of AGGTCA with 4 base spacer. Each element was present in 2 copies. Experiments were performed in triplicate and repeated twice. Mean  $\pm$  SD;  $P < 0.001$ , t-test for each T3 dose ( $\geq 1$  nM) compared to no T3 added.

**c**, Detection of tagged and non-tagged receptors in nuclear fractions of 293T cells transfected with receptor expression vectors (noted above lanes, *top*). Nuclear and cytoplasmic fractions of lysates were analyzed by western blot to detect TR $\beta$  isoforms and marker proteins noted on the *right*. Lamins (nuclear), tubulin (cytoplasmic), actin (protein loading marker).

**d**, Auditory-evoked brainstem response (ABR) for 2 month old mice (mixed males and females,  $n = 5 - 6$  except BirA,  $n = 3$ ). WT, C57BL/6J. Mean  $\pm$  sem. Normal ABR thresholds were detected for all genotypes ( $p > 0.16$ ; ANOVA, 1-way).

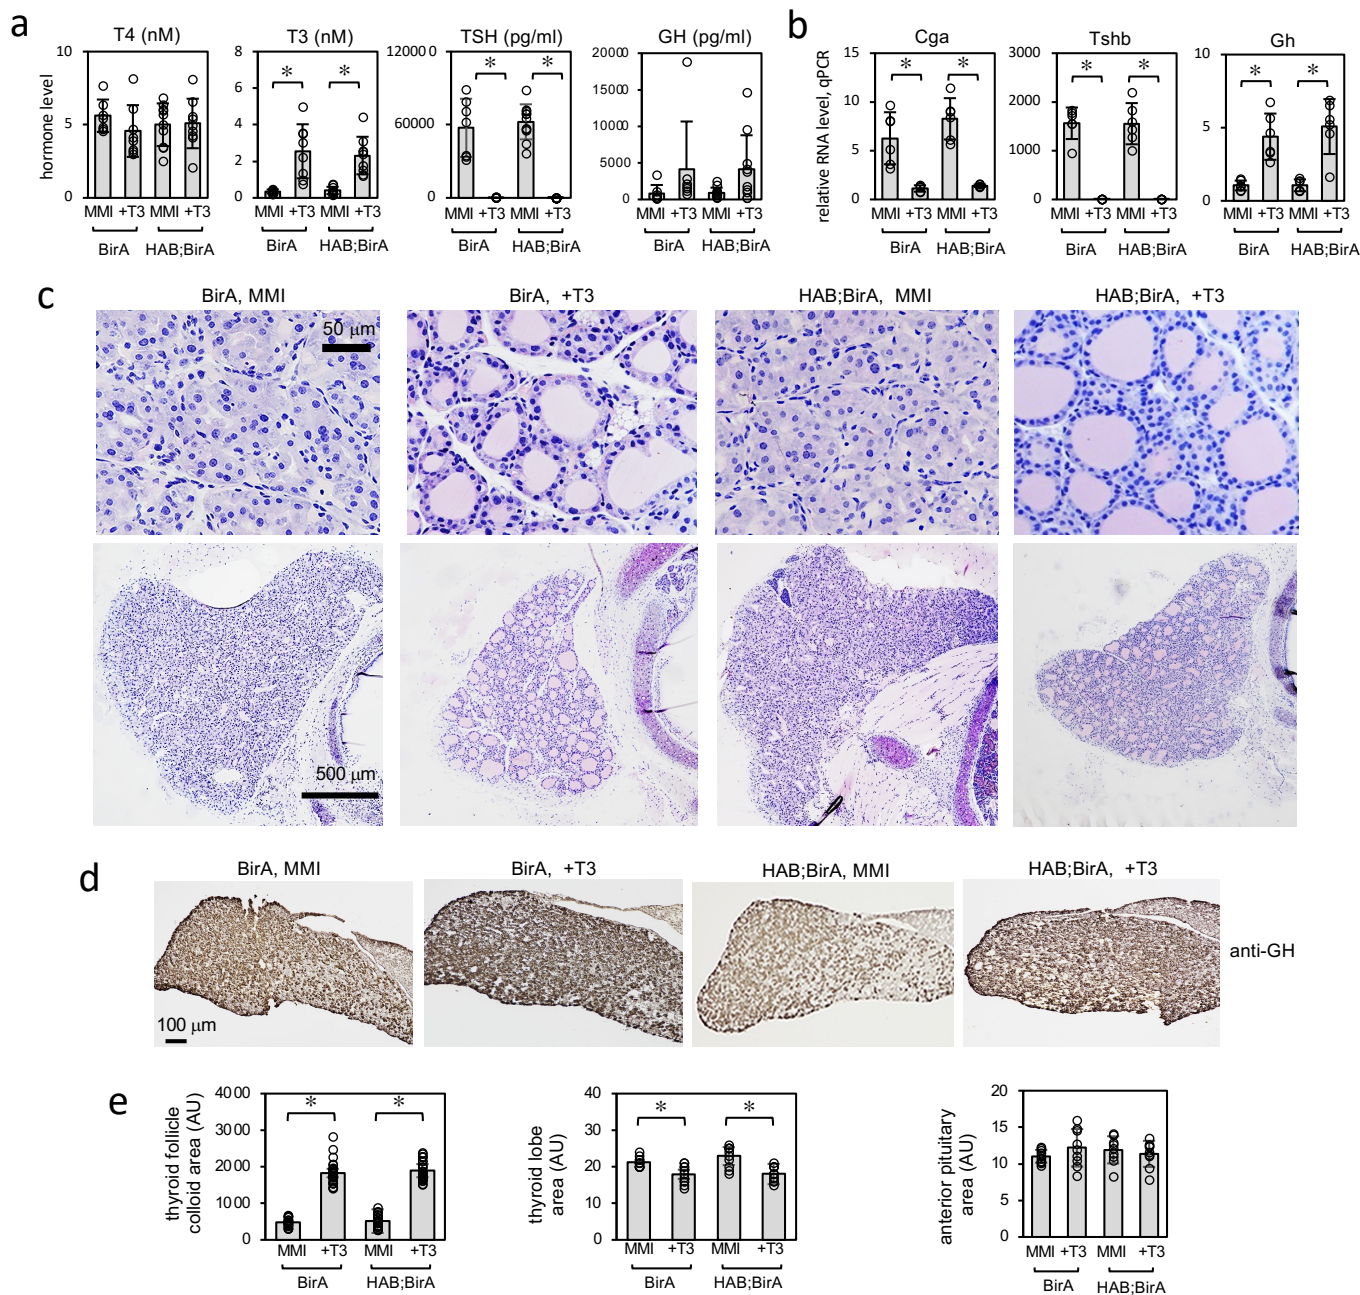

### Supplementary Fig 2. Pituitary and thyroid status in hypothyroid and hyperthyroid conditions

**a**, Serum hormone levels in hypothyroid (MMI) and hyperthyroid (+T3) conditions. Mean  $\pm$  SD. For both BirA control ( $n = 7 - 8$ ) and HAB;BirA ( $n = 9 - 11$ ) adult male mice, MMI in drinking water decreased levels of T4 (~8-fold) and T3 (~2-fold), compared to untreated mice. Addition of T3 increased T3 > 6-fold above MMI-conditions (>3-fold above untreated); T4 remained suppressed. No statistical difference was detected in hormone levels between genotypes. For T3 and TSH, \*  $P < 0.0001$  for treatment;  $P > 0.6$  for genotype (two-way ANOVA and Tukey's posthoc test within genotypes).  $P < 0.02$  for GH for treatment;  $P > 0.6$  for genotype (two-way ANOVA); Tukey's posthoc test did not reach significance for GH.

**b**, Pituitary gene expression analyzed by qPCR. Mean  $\pm$  SD. Responses of Cga, Tshb and Gh, \*  $P < 0.0001$  for treatment,  $P > 0.15$  for genotype (two-way ANOVA and Tukey's posthoc test within genotypes).

**c**, Thyroid gland histology; 4 μm plastic sections. For both genotypes, MMI enlarged the gland, induced hyperplasia and reduced follicular colloid areas whereas +T3 reverted the morphology to resemble that of untreated mice.

**d**, Pituitary half-lobe 10 μm cryosections. For both genotypes, MMI and T3 treatments did not change anterior pituitary morphology. Immunostained for GH.

**e**, Thyroid and anterior pituitary morphology. Thyroid areas, \*  $P < 0.005$  for treatment,  $P > 0.15$  for genotype (two-way ANOVA and Tukey's posthoc test). Anterior pituitary area did not change according to treatment or genotype,  $P > 0.6$  (two-way ANOVA); half-lobe areas measured in coronal cryosections using ImageJ (AU, arbitrary units).

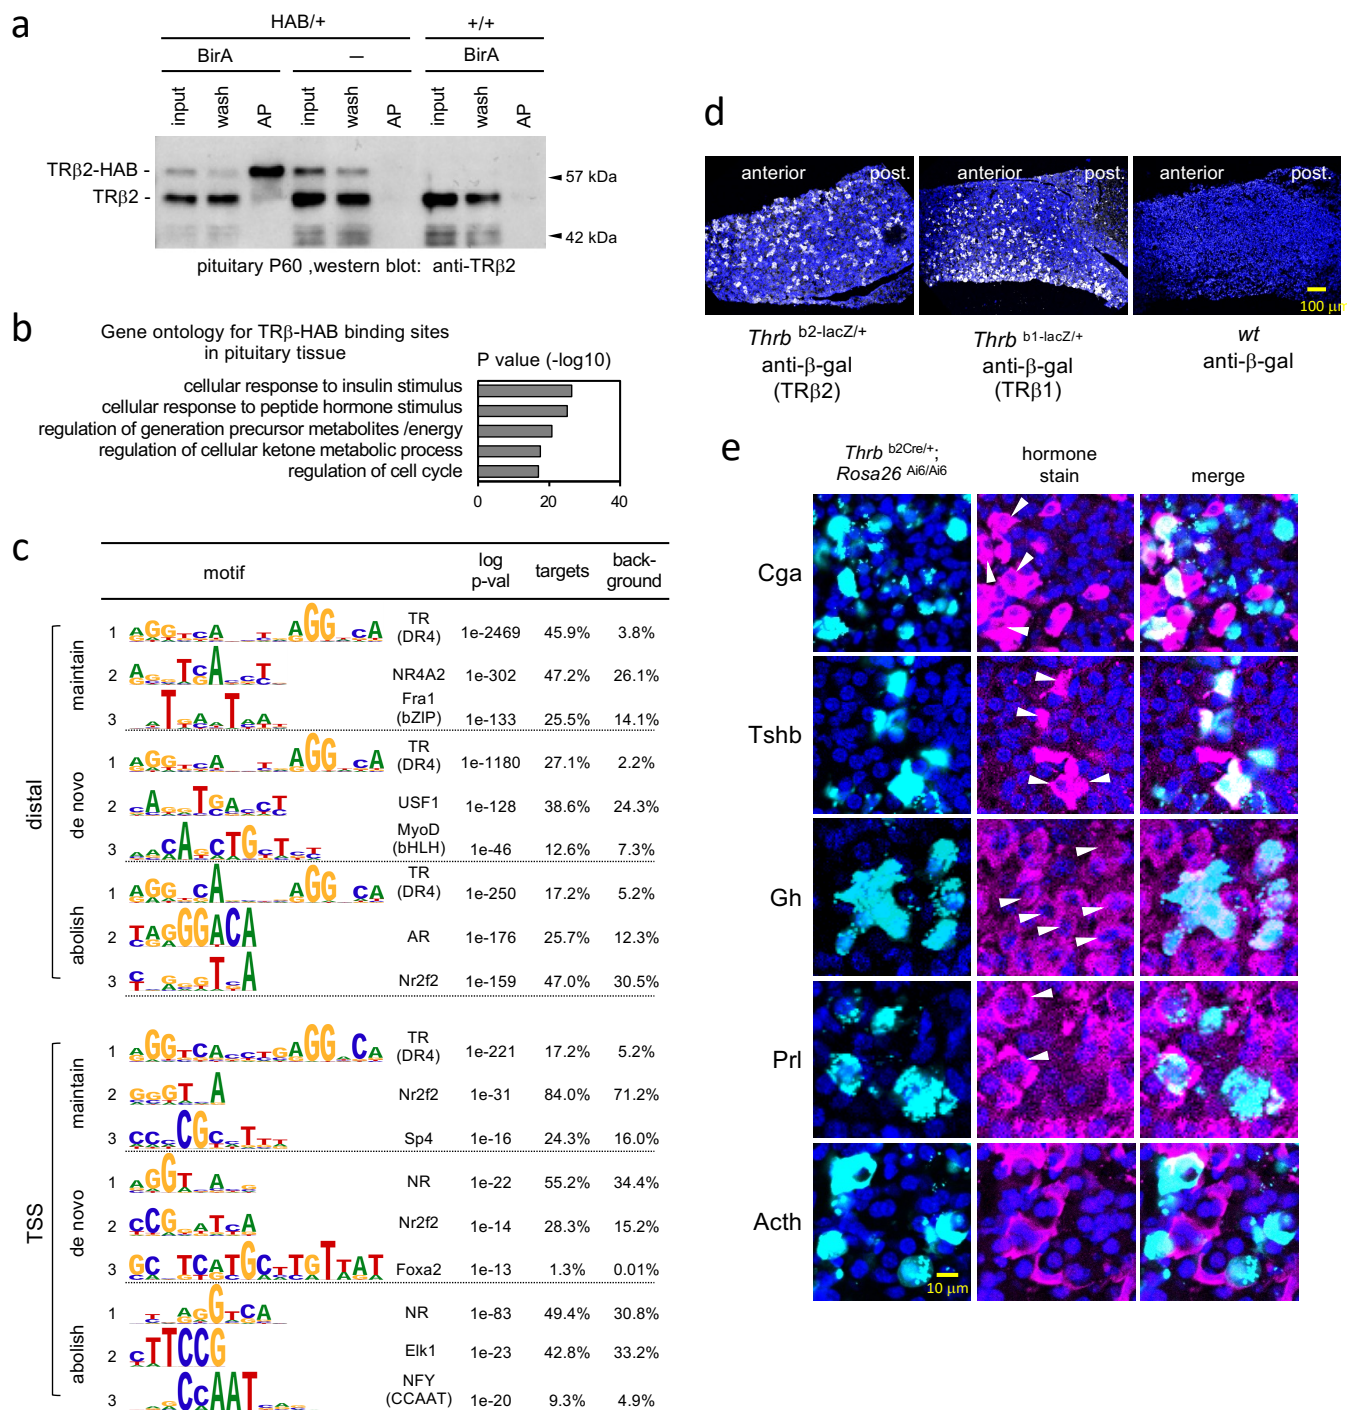

**Supplementary Fig 3. ChAP-seq analysis of TRβ binding sites and *Thrb* expression in the anterior pituitary gland**

**a**, Western blot of affinity-purified TRβ-HAB protein (AP lane) in pituitary nuclear extracts from mice carrying *Thrb*<sup>HAB</sup> and *Rosa26*<sup>BirA</sup> alleles but not either allele alone. The antibody against the TRβ2 N-terminus detects both tagged and untagged receptors.

**b**, Gene ontology (GO) analysis of pituitary binding sites detected by ChAP-seq. Genes are listed in Table S5.

**c**, Motifs in TRβ-HAB site categories with respect to response to T3 (maintain, de novo induced, abolished) in pituitary chromatin identified by HOMER analysis (top 3 motifs).

**d**, Expression of TRβ2 and TRβ1 isoforms in the anterior pituitary indicated using lacZ knockin reporter alleles for each isoform encoded by the endogenous *Thrb* gene. Immunofluorescence for β-galactosidase protein (white) in cryosections of adult male mice.

**e**, *Thrb*<sup>b2Cre</sup> knockin driver expression in the anterior pituitary detected using a *Rosa26*<sup>Ai6</sup> (ZsGreen) reporter allele. *Thrb*<sup>b2Cre</sup> expression in anterior pituitary cell populations immunopositive for Cga, Tshb, Gh and Prl (arrowheads). Minimal double-staining detected for Acth-positive cells. Tissue nuclear staining, DAPI (dark blue).

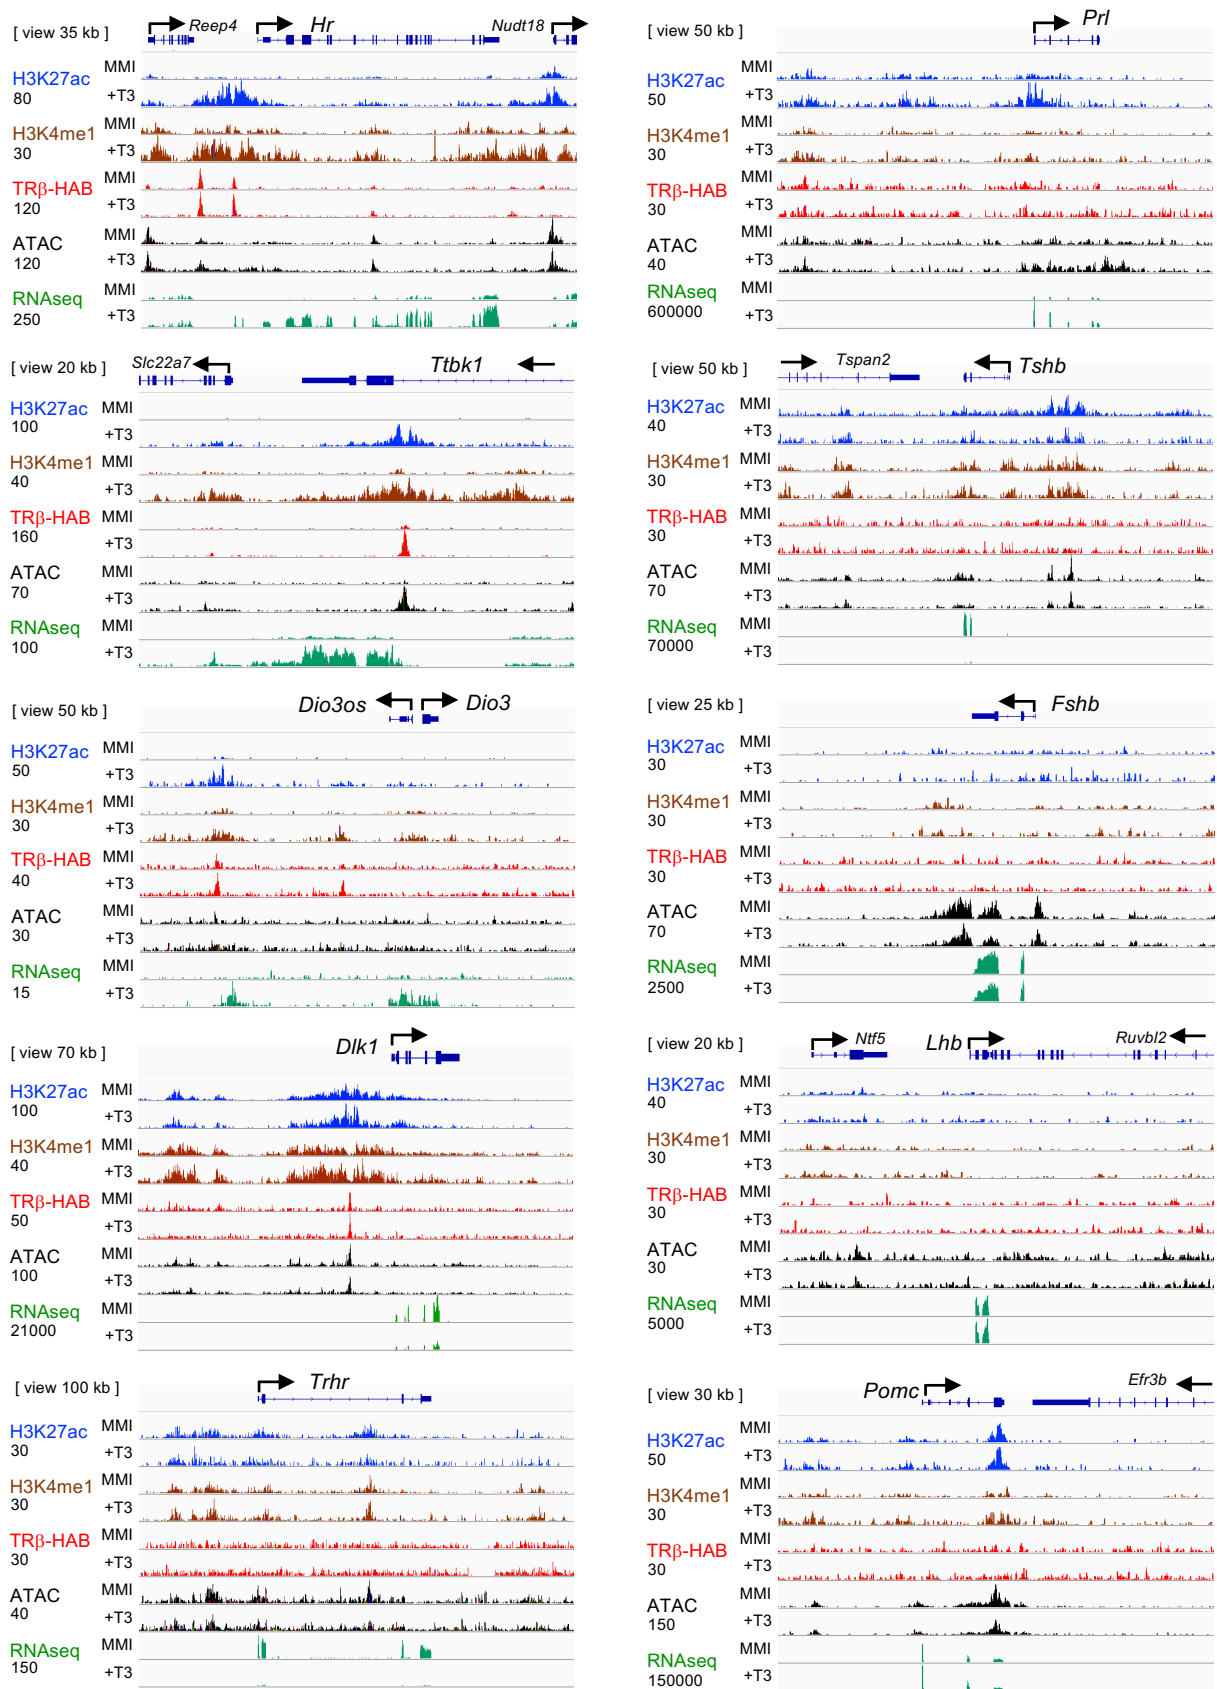

**Supplementary Fig 4. Gene maps showing TR $\beta$ -binding and chromatin regulation in hypothyroid (MMI) or hyperthyroid (+T3) mice.**

Adult male mice. IGV maps; normalized read scales, noted as numbers below each mark.

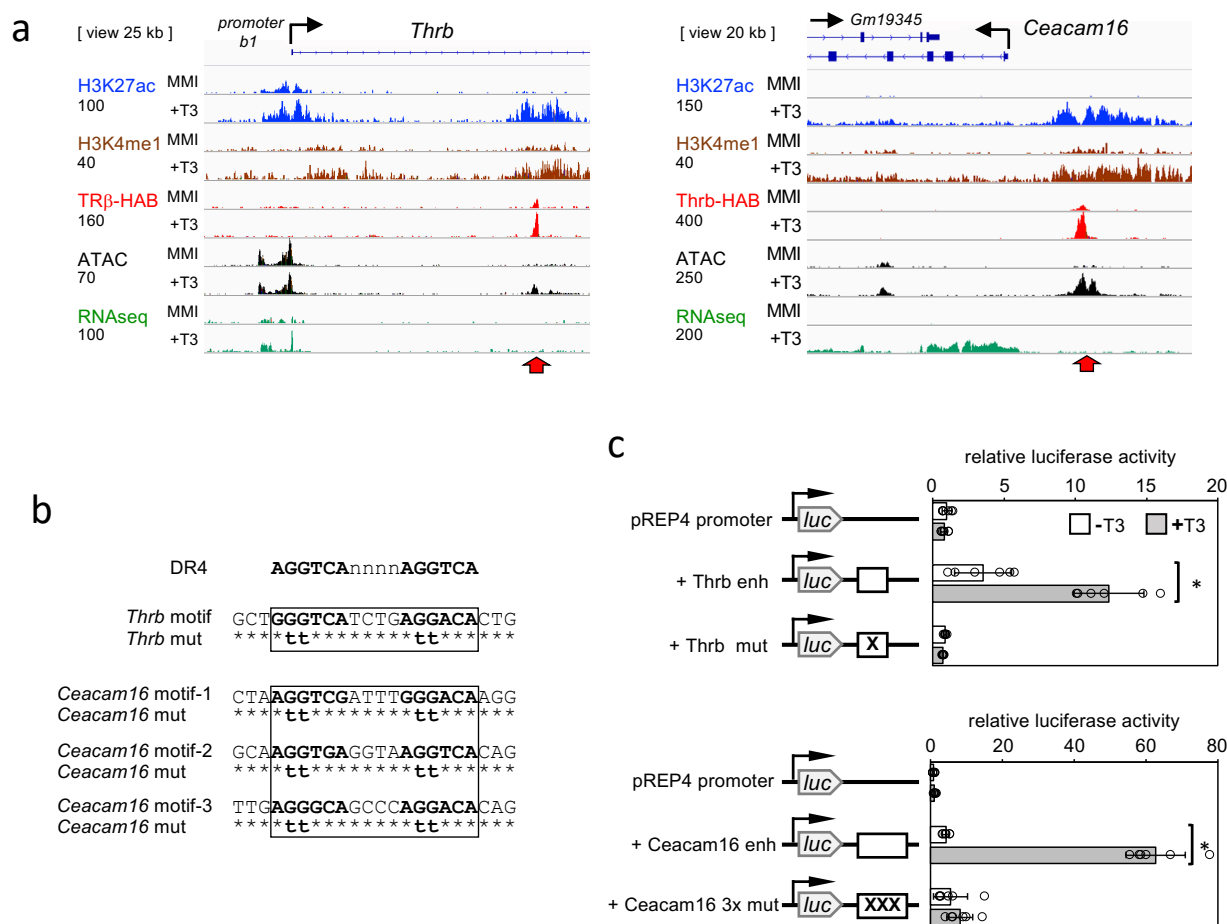

### Supplementary Fig 5. T3-dependent enhancer activity of TRβ binding sites

**a**, T3-regulation at TRβ-bound sites at the *Thrb* and *Ceacam16* loci in pituitary. Each site shows T3-inducible histone marks (H3K4Ac, H3K4me1) and chromatin opening (ATAC). 

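The *Ceacam16* site of untreated pituitaries lay on chromosome 7 of mm9 from 20449451 to 20450250, 2803 bp upstream of the gene, with 168 HAB;BirA reads against 9 control reads. The T3-regulated ATAC peak at this site, from 20449490 to 20450512, had the smallest adjusted p of its list. It held AGGTGAGGTAAGGTCA from 20449783 to 20449798 on the minus strand, a match to the AGGTCA repeat with a 4 base spacer at 11 of 12 bases. The *Thrb* site lay in an intron on chromosome 14 from 18506801 to 18507150, with 57 HAB;BirA reads against 4 control reads. Its ATAC peak, from 18506799 to 18507156 (adjusted p = 1.81e-19 from the authors' list, edgeR by the methods), held AGGTCACATAATGACA from 18506832 to 18506847, which matched the repeat at 10 of 12 bases. Histone marks at these sites were not analysed here.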

Normalized reads scale, noted below each label on left.

**b**, DR4 motif in the *Thrb* site and triple DR4 motifs in the *Ceacam16* site. Mutations of these motifs ("mut") abrogated enhancer activity (see panel C).

**c**, T3-regulated enhancer activity of luciferase reporter constructs in transfected pituitary GH3 cells. Fragments containing binding sites (*Thrb*, 391 bp; *Ceacam16*, 2176 bp) were inserted downstream of a luciferase reporter cassette in a chromatin-forming pREP4 vector. Mean ± SD; \*,  $p < 0.001$ , Student t-test for pairwise comparison of -T3 and +T3 (10 nM) treatments. Experiments performed in triplicate and repeated twice.

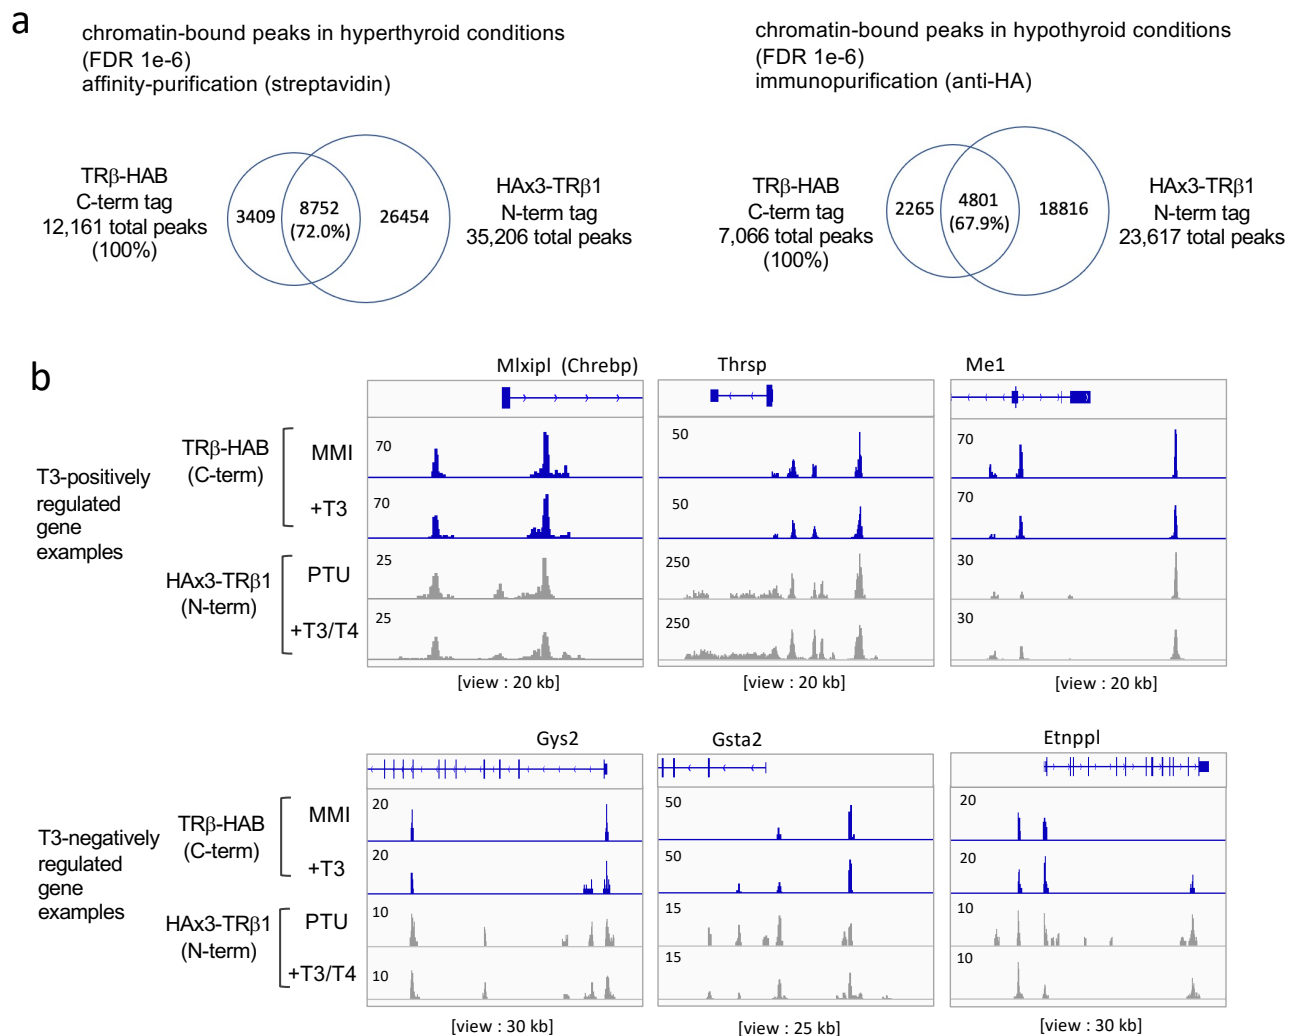

**Supplementary Fig 6. Consistency of TRβ-binding peaks in liver chromatin detected with knockin C- or N-terminal tags**

**a**, Venn diagrams of peaks detected with TRβ-HAB (C-terminal tag) and HAX3-TRβ1 (N-terminal tag) described by Shabtai et al, 2021, main text, ref 29. In both conditions, ~70% of TRβ-HAB peaks overlap with HAX3-TRβ1 peaks (false discovery rate, FDR: 1e-6). The total numbers of peaks and background vary depending on different experimental approaches.

TRβ-HAB peaks (ChAP-seq) in hyper- and hypothyroid conditions identified by differential analysis of HAB and control BirA datasets in similar hyper- and hypothyroid conditions; GEO access # GSE133110.

HAX3-TRβ1 peaks (ChIP-seq) in hyper- and hypothyroid conditions identified by differential analysis with wild type controls using anti-HA ChIP-seq in euthyroid conditions; GEO access # GSE159648.

**b**, Examples of peaks near T3-induced and T3-suppressed liver genes (ref 29, main text)(IGV gene maps normalized using Wig files in SICER analysis. Normalized read scales, numbers on left of maps. Hypo- and hyperthyroid conditions were induced chemically using MMI (this study) for TRβ-HAB and propylthiouracil (PTU) for HAX3-TRβ1 (as described in ref. 29, main text).

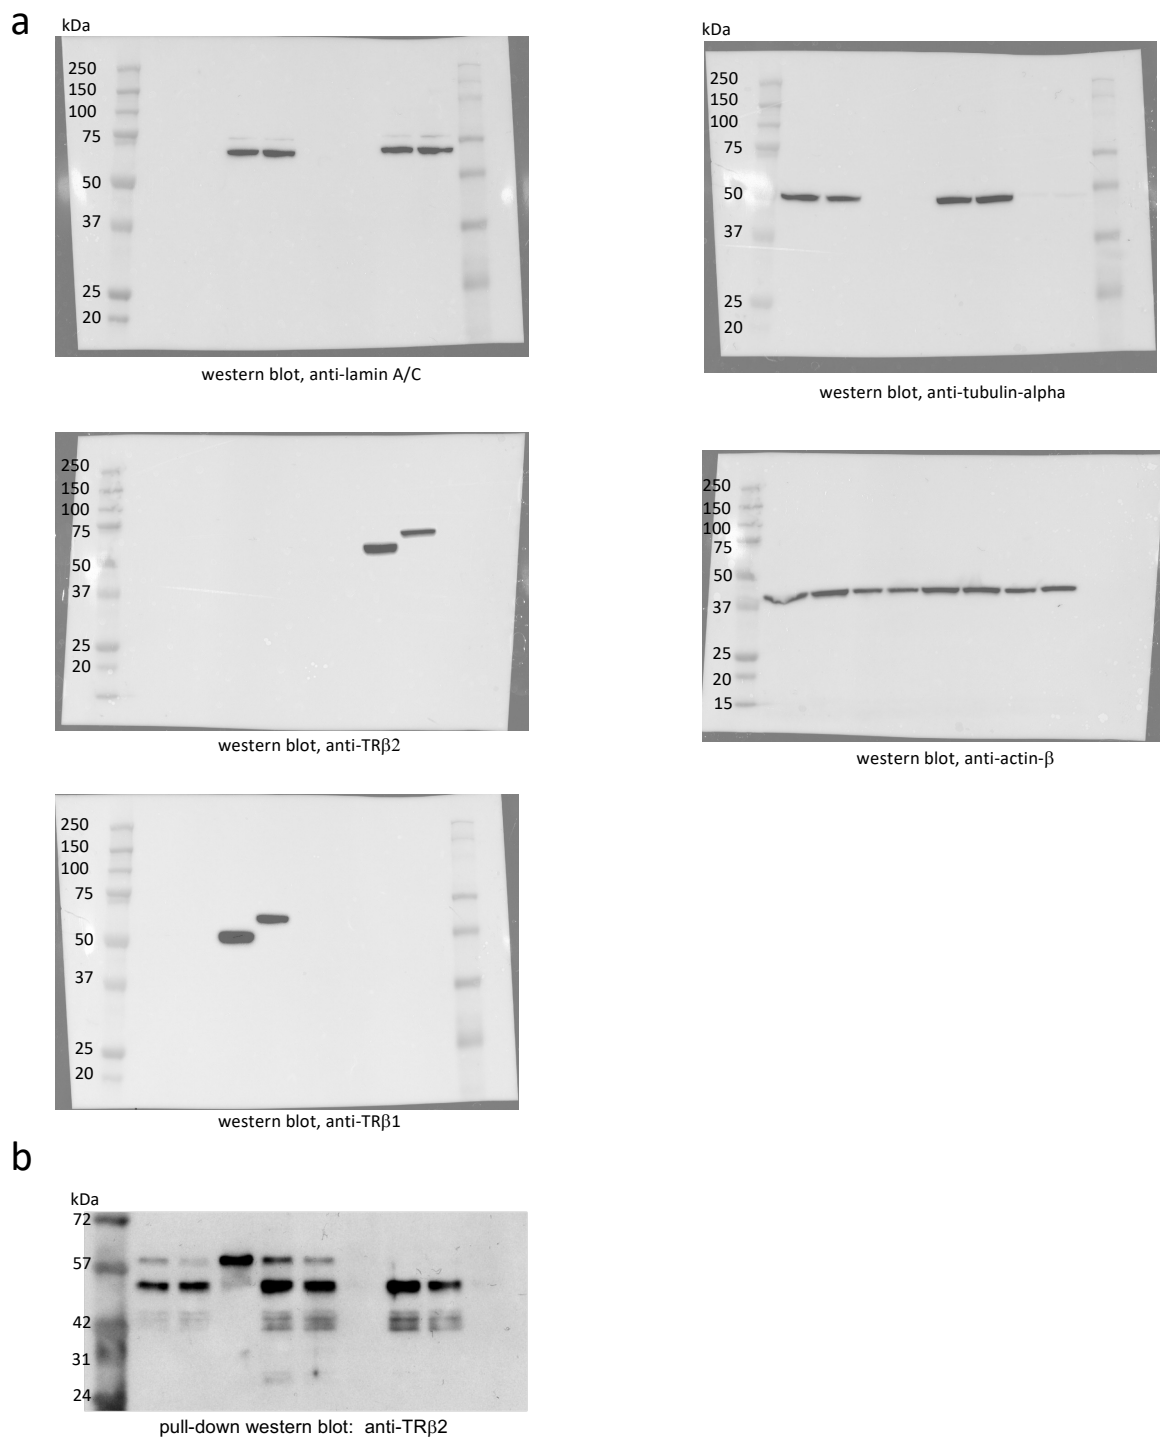

**Supplementary Fig 7. Scanned images of western blots with markers**

a, Scanned images with markers for Supplementary Figure 1c; b, Scanned image with markers for Supplementary Figure 3a.

**Supplementary Table 1. Gene ontology related to T3-regulated ATAC sites in pituitary chromatin  
(identified by comparison of hypothyroid versus hyperthyroid conditions)**

| <b>Gene ontology groups</b><br>(see Fig 3E)                                                 | <b>Genes</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| regulation of generation of precursor metabolites and energy<br>P = 6.44E-10; count = 18/92 | Adra1b, Akt2, Cavin3, Cox7a2l, Ddit4, Dyrk2, Fbp1, Grb10, Hdac4, Htr2a, Igf1, Irs2, Pomc, Ppara, Ppargc1a, Ppif, Slc25a33, Sorbs1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| positive regulation of fatty acid metabolic process<br>P = 1.67E-08; count = 11/33          | Akt2, Anxa1, Avpr1a, Elovl5, Ghsh, Irs2, Lpgat1, Nr4a3, Ppara, Ppargc1a, Ptgs2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| cellular response to peptide hormone stimulus<br>P = 8.31E-08; count = 40/202               | Actn2, Agtr1b, Akt2, Apc, Apobec1, Arg1, Arid1b, Baiap2l1, Cpeb2, Crhr2, Edn1, Eef2k, Foxo1, Fyn, Gclc, Gh, Ghr, Ghsh, Gjb2, Igf1, Igf1r, Inhbb, Irs2, Jak2, Lpin1, Mup19, Mup5, Nfkb1, Nr4a3, Pdk4, Plcb1, Por, Pparg, Prkci, Rab31, Sgk1, Slc25a33, Sorbs1, Src, Trib3                                                                                                                                                                                                                                                                                                                                                                 |
| cellular response to hormone stimulus<br>P = 1.45E-07; count = 92/452                       | Acod1, Actn2, Agtr1b, Akt2, Anxa1, Apc, Apob, Apobec1, Arg1, Arid1b, Atp1a1, Atp1a3, Atp2b1, Avpr1a, Baiap2l1, Bmp7, Carm1, Cga, Cpeb2, Crh, Crhr2, Ddit4, Edn1, Eef2k, Efn5, Egfr, Eif4e, Eph3, Esr1, Foxo1, Fyn, Gclc, Gclm, Gh, Ghr, Ghsh, Gja1, Gjb2, Gpr22, Hdac4, Igf1, Igf1r, Inhbb, Irs2, Jak2, Klf9, Lpin1, Med17, Mup19, Mup5, Ncoa1, Nfkb1, Npffr2, Nr2c1, Nr2f1, Nr3c1, Nr3c2, Nr4a3, Paqr8, Pdk4, Phex, Pid1, Plcb1, Por, Ppara, Pparg, Ppargc1a, Ppargc1b, Prkci, Prlr, Ptger4, Ptgrf, Rab31, Rarb, Rora, Rorb, Rxrg, Sfrp1, Sgk1, Slc25a33, Slit3, Sorbs1, Src, Sstr1, Sstr3, Stc1, Thrb, Trh, Trib3, Ucp3, Uri1, Zfp36l2 |
| regulation of ATP metabolic process<br>P = 3.36E-07; count = 11/56                          | Cox7a2l, Ddit4, Fbp1, Hdac4, Htr2a, Igf1, Pid1, Ppara, Ppargc1a, Ppif, Slc25a33                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| cellular response to peptide<br>P = 1.29E-06; count = 47/242                                | Actn2, Agtr1b, Akt2, Apc, Apobec1, Arg1, Arid1b, Atp1a3, Baiap2l1, Cacna2d1, Cpeb2, Crhr2, Ddx11, Edn1, Eef2k, Eph4, Foxo1, Fyn, Gclc, Gh, Ghr, Ghsh, Gjb2, Igf1, Igf1r, Inhbb, Irs2, Jak2, Klf3, Klf5, Lpin1, Mup19, Mup5, Nfkb1, Nr4a3, Pdk4, Plcb1, Por, Pparg, Prkci, Rab31, Sgk1, Slc25a33, Sorbs1, Src, Tlr4, Trib3                                                                                                                                                                                                                                                                                                                |

**Supplementary Table 2. Gene ontology related to TR $\beta$ -HAB binding sites  
in pituitary chromatin (untreated conditions)**

| <b>Gene ontology groups:</b><br>(see Fig 1E and Fig S3B)                                                                                    | <b>Genes</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|---------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| cellular response to insulin stimulus<br>P = 4.31E-27; count = 75/131                                                                       | Akt1, Akt2, Akt3, Apc, Apobec1, Appl1, Baiap2, Baiap2l1, Bcar1, C2cd5, Cav2, Ccl2, Cpeb1, Cpeb2, Cyfip1, Dennd4c, Eef2k, Errfi1, Fer, Foxc2, Foxo1, Gclc, Gh, Ghrhr, Ghsh, Got1, Grb2, Gsk3a, Gsk3b, Igf1r, Inhbb, Irs2, Irs3, Kl, Lpin1, Mup19, Mup5, Ndel1, Pck1, Pde3b, Pdk4, Pdpk1, Pik3r1, Pik3r2, Pkm, Plcb1, Ppat, Prkcz, Pten, Ptpn1, Rab31, Rab8a, Rhoq, Sgk1, Sh2b2, Sik2, Slc25a33, Slc2a4, Slc2a8, Slc9a1, Socs7, Soga1, Sorbs1, Src, Srebf1, Srsf3, Star, Stxbp4, Trib3, Tusc5, Ucp2, Wdr11, Wdtd1, Ywhag, Zfp36l1                                                                                                                                                                                                                                                           |
| cellular response to peptide hormone stimulus<br>P = 6.97E-26; count = 112/202                                                              | Actn2, Adcy6, Agtr1a, Agtr1b, Akt1, Akt2, Akt3, Apc, Apobec1, Appl1, Arg1, Arid1b, Baiap2, Baiap2l1, Bcar1, C2cd5, Car2, Cav2, Ccl2, Cpeb1, Cpeb2, Cps1, Creb1, Crhr2, Cyfip1, Dennd4c, Edn1, Eef2k, Errfi1, Fer, Foxc2, Foxo1, Fyn, Gcgr, Gclc, Gh, Ghrhr, Ghsh, Gjb2, Glp1r, Got1, Gper1, Gpr173, Grb2, Gsk3a, Gsk3b, Hsf1, Igf1, Igf1r, Inhbb, Irs2, Irs3, Itgb3, Jak2, Kl, Lpin1, Mdm2, Mup19, Mup5, Ndel1, Nfe2l2, Nfkb1, Nkx61, Nr4a1, Nr4a2, Nr4a3, Pck1, Pde3b, Pdk4, Pdpk1, Pik3r1, Pik3r2, Pkm, Plcb1, Por, Ppat, Prkcz, Pten, Ptk2, Ptpn1, Pxn, Rab31, Rab8a, Rangap1, Rap1b, Rhoq, Sgk1, Sh2b2, Sik2, Slc25a33, Slc2a4, Slc2a8, Slc9a1, Socs7, Soga1, Sorbs1, Src, Srebf1, Srsf3, Star, Stat5a, Stat5b, Stxbp4, Trib3, Tusc5, Ucp2, Umod1, Wdr11, Wdtd1, Xbp1, Ywhag, Zfp36l1 |
| regulation of generation of precursor metabolites and energy<br>P = 4.31E-27; count = 47/92                                                 | Adra1b, Akt1, Akt2, C1qtnf2, Cavin3, Cbfa2t3, Cisd1, Ddit4, Dyrk2, Fbp1, Gcgr, Gck, Grb10, Hdac4, Hif1a, Hmgb1, Htr2a, Ier3, Igf1, Irs2, Khk, Myog, Nkx11, Ogt, P2rx7, Park7, Pgarn1, Phlda2, Pik3ca, Pnpt1, Pomc, Ppara, Ppargc1a, Ppif, Ppp1cb, Ppp1r3b, Prkaa2, Prkag2, Sirt6, Slc25a23, Slc25a33, Sorbs1, Tigar, Trap1, Trp53, Trpv4, Uqc2                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| regulation of cellular ketone metabolic process by regulation of transcription from RNA polymerase II promoter<br>P = 4.31E-27; count = 2/2 | Ncor2, Ppara                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| regulation of cellular carbohydrate metabolic process<br>P = 5.22E-16; count = 69/141                                                       | Acacb, Adcyap1r1, Adra1b, Akt1, Akt2, Arpp19, Bad, Bpgm, C1qtnf1, C1qtnf2, Cbfa2t3, Cd244, Ddit4, Dgat2, Dgkq, Dyrk2, Fbp1, Foxa2, Foxo1, Gcgr, Gck, Gper1, Grb10, Hdac4, Hmgb1, Ier3, Igf1, Igfbp4, Irs2, Khk, Lep, Lhcgr, Midn, Mlycd, Mup19, Mup5, Myog, Ncoa2, Nkx1-1, Nln, Nr1d1, Nr3c1, Ntsr1, Ogt, P2ry1, Park2, Pdk4, Pgarn1, Phlda2, Pomc, Pou1f1, Ppara, Ppargc1a, Ppp1cb, Ppp1r3b, Prkce, Ranbp2, Rora, Sik1, Sirt6, Slc45a3, Soga1, Sorbs1, Src, Tcf7l2, Tff3, Tigar, Trp53, Ugt1a1                                                                                                                                                                                                                                                                                           |

Supplementary Table 3, oligonucleotide primers.

Supplementary Table 4, antibodies and mouse strains.

| Product Name                                                        | Manufacturer                | Cat #      | RRID            |                                                    |
|---------------------------------------------------------------------|-----------------------------|------------|-----------------|----------------------------------------------------|
| Anti-TR $\beta$ 2 antibody produced in rabbit                       | DF lab                      |            | AB_297439       | Fig. 1 (immunostain)<br>Sup. Fig. 1 (Western blot) |
| Anti-acetyl-alpha tubulin Antibody, clone 6-11B-1                   | Millipore Sigma             | MABT868    | AB_2819178      | Fig. 1 D, (immunostain)                            |
| IgG Rabbit Polyclonal Antibody                                      | Sigma-Aldrich               | PP64       | AB_97852        | Fig. 2 (ChIP)                                      |
| Anti-trimethyl-Histone H3 (Lys4) Antibody (H3K4me3)                 | Sigma-Aldrich               | 07-473     | AB_1977252      | Fig. 2 (ChIP)                                      |
| Anti-Histone H3 (mono methyl K4) antibody (H3K4me1)                 | Abcam                       | ab8895     | AB_306847       | Fig. 2 (ChIP)                                      |
| Anti-Histone H3 (acetyl K27) antibody (H3K27ac)                     | Abcam                       | ab4729     | AB_2118291      | Fig. 2 (ChIP)                                      |
| Anti-GFP antibody                                                   | Abcam                       | ab290      | AB_303395       | Fig. 6 (ATAC)                                      |
| Anti-TR $\beta$ 1 antibody produced in rabbit                       | DF lab                      |            |                 | Sup. Fig. 1 (Western blot)                         |
| Anti-Actin Antibody, clone C4                                       | Millipore Sigma             | MAB1501    | AB_2223041      | Sup. Fig. 1 (Western blot)                         |
| Anti-alpha-Tubulin (DM1A) Mouse mAb                                 | Cell Signaling Technology   | 3873       | AB_1904178      | Sup. Fig. 1 (Western blot)                         |
| Anti-Lamin A/C (4C11) mouse monoclonal antibody                     | Cell Signaling Technology   | 4777       | AB_10545756     | Sup. Fig. 1 (Western blot)                         |
| Anti-rabbit IgG (Conformation Specific) (L27A9) mAb (HRP Conjugate) | Cell Signaling Technology   | 5127       | AB_10892860     | Sup. Fig. 1 (Western blot)                         |
| Anti-Mouse IgG (Light Chain Specific) (D3V2A) mAb (HRP Conjugate)   | Cell Signaling Technology   | 58802      | AB_2799549      | Sup. Fig. 1 (Western blot)                         |
| Goat anti-Rabbit IgG (H+L)-HRP Secondary Antibody                   | Thermo Fisher Scientific    | G-21234    | AB_2536530      | Sup. Fig. 1 F (Western blot)                       |
| Goat Anti-Chicken IgG (H+L)-Alexa Fluor-488 Secondary Antibody      | Thermo Fisher Scientific    | A-11039    | AB_2534096      | Sup. Fig. 2 B (immunostain)                        |
| Anti-Cga Polyclonal Antibody produced in rabbit                     | Thermo Fisher Scientific    | PA5-119024 | AB_2903524      | Sup. Fig. 2 C (immunostain)                        |
| Anti-Tshb Polyclonal Antibody produced in rabbit                    | Millipore Sigma             | AB976      | AB_2208242      | Sup. Fig. 2 C (immunostain)                        |
| Anti-Gh Polyclonal Antibody produced in rabbit                      | Millipore Sigma             | AB940      | AB_2111262      | Sup. Fig. 2 C (immunostain)                        |
| Anti-Prl Polyclonal Antibody produced in rabbit                     | Millipore Sigma             | AB960      | AB_11210349     | Sup. Fig. 2 C (immunostain)                        |
| Anti-Acth Polyclonal Antibody produced in rabbit                    | Millipore Sigma             | AB902      | AB_2166019      | Sup. Fig. 2 C (immunostain)                        |
| Goat anti-Rabbit IgG (H+L)-Alexa Fluor 568 Secondary Antibody       | Thermo Fisher Scientific    | A-11011    | AB_143157       | Sup. Fig. 2 C (immunostain)                        |
| Anti-beta Galactosidase polyclonal antibody produced in chicken     | Abcam                       | ab9361     | AB_307210       | Sup. Fig. 2 B (immunostain)                        |
|                                                                     |                             |            |                 |                                                    |
| Thrb HAB mice                                                       | DF lab                      | none       | none            |                                                    |
| Thrb2-Cre mice                                                      | DF lab                      | none       | none            |                                                    |
| Wildtype C57BL/6J mice                                              | Jackson Laboratory          | 000664     | IMSR_JAX:000664 |                                                    |
| Rosa26 Sun1-GFP mice                                                | Jackson Laboratory          | 030952     | IMSR_JAX:030952 |                                                    |
| Rosa26-BirA mice                                                    | Jackson Laboratory          | 010920     | IMSR_JAX:010920 |                                                    |
| Thrb knock-out mice                                                 | DF lab / Jackson Laboratory | 003462     | IMSR_JAX:003462 |                                                    |

Supplementary Table 5.  
Bam files of sequence datasets  
and numbers of mapped reads.

# Supplementary material for: Thyroid hormone-regulated chromatin landscape and transcriptional sensitivity of the pituitary gland
**Source:** Commun Biol. 2023 Dec 11;6:1253. doi: 10.1038/s42003-023-05546-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**File name:** Supplementary Data

**Description:** Source data for graphs included in the manuscript.

# Supplementary material for: Thyroid hormone-regulated chromatin landscape and transcriptional sensitivity of the pituitary gland
**Source:** Commun Biol. 2023 Dec 11;6:1253. doi: 10.1038/s42003-023-05546-y
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------|
| Data collection | Standard software as described in Materials and Methods, including R software, SICER, MACS2 |
| Data analysis   | Standard software as described in Materials and Methods.                                    |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data availability is described in the manuscript; genomic datasets are available at GEO #GSE 197703

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes are given in figure legends

### Data exclusions

Data were not excluded

### Replication

Experiments were repeated as described in the manuscript and in the figure legends

### Randomization

Mice of a given genotype were randomly assigned to treatment groups

### Blinding

Blinding was not performed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used are described in Methods and in Supplementary Table 4.                                                                                                                             |
| Validation      | We previously validated anti-TRb2 using knockout mice. Antibodies for ChIP-seq (H3K27ac, H3K4me1, H3K4me3) and antibodies for western blots and immunostaining were validated by the manufacturer. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                       |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | GH3 and HEK293T cell lines were obtained from ATCC (American Type Culture Collection) |
| Authentication                                                       | Authentication was performed by the supplier (ATCC)                                   |
| Mycoplasma contamination                                             | not performed                                                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used                                        |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                  |
|-------------------------|----------------------------------------------------------------------------------|
| Laboratory animals      | Mouse strains as described in Methods and Supplementary Table 4.                 |
| Wild animals            | No wild animals were used in this research                                       |
| Reporting on sex        | Sex of groups is reported in the manuscript                                      |
| Field-collected samples | No field-collected samples were used                                             |
| Ethics oversight        | Study protocols were approved by the Animal Care and Use Committee of NIDDK, NIH |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

GEO # GSE 197703

Files in database submission

Raw and processed files

Genome browser session

*(e.g. [UCSC](#))*

Not applicable

## Methodology

Replicates

ChIP-seq replicates were performed as described in the manuscript and figure legends, at least 3 times.

Sequencing depth

Sequencing depth: For each ChIP-seq dataset, depth is stated in Supplementary Table 5

Antibodies

Antibodies for ChIP-seq are described in Methods and in Supplementary Table 4.

Peak calling parameters

Parameters are described in Materials and Methods, using SICER software with a 200 base window and FDR 1e-3 by differential analysis of hypothyroid (MMI) and hyperthyroid (+T3) samples.

Data quality

False discovery rate (FDR) &lt; 1E-3 or FDR &lt;1E-6

Software

Software for ChIP-Seq data processing and analysis including SICER algorithm (v1.1) and MACS2

How the deposited data were processed for this re-analysis (not part of the article)

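The deposited data cover ChAP-seq, ChIP-seq, ATAC-seq and RNA-seq of mouse pituitary and cerebral cortex. The values used here came from the RNA-seq table, the TRβ-HAB peak lists of untreated pituitary and untreated cerebral cortex, and the list of T3-regulated ATAC peaks. The ChAP-seq of hypothyroid and hyperthyroid pituitaries, with 2 HAB;BirA and 2 BirA libraries per condition, was not analysed here. The ChIP-seq of H3K27ac, H3K4me1, H3K4me3 and IgG in hypothyroid and hyperthyroid pituitaries, with 3 libraries each, was not analysed here either, nor were signal tracks and qPCR. Every per-sample column of the RNA-seq table was assigned to a condition from the sample labels.

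For RNA-seq the authors mapped single-end reads with BBMap to RefSeq transcripts of mm9 and deposited CPM per transcript. No filter on low values had been applied to the table, and several transcripts of one gene often carried nearly equal values. For ChAP-seq the authors merged the replicates of each genotype and called peaks with SICER against the merged BirA libraries. The deposited peak lists give the count of HAB;BirA reads and the count of control reads in each peak, without normalization. In the same lists the authors give a p-value and a false discovery rate for each peak. The lists also give the authors' ratio of HAB;BirA to control reads, a fold value scaled by the authors. For ATAC-seq the authors deposited the adjusted p-value of hyperthyroid against hypothyroid libraries without its direction or fold. By the methods it comes from edgeR, and the legend of Fig. 4a names SICER. All coordinates are those of mm9, the build of the authors' lists, and genes were placed on it with GENCODE annotation of that build. Coordinates were found for 12865 of the tested genes (97.87%).

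The whole reads behind the CPM values were recovered from the step between values, and in the library with the lowest share 100% of the values were whole reads. Recovered totals per library were 27583846 to 43561206 in hypothyroid wild type (median 34673225), 24662318 to 44458073 in hyperthyroid wild type (median 37298252), 29262689 to 55273749 in hypothyroid *Thrb*-KO (median 30555938) and 21453548 to 41964574 in hyperthyroid *Thrb*-KO (median 35928944). At these depths 3 reads, taken as the limit below which a gene counted as not detected, correspond to 0.088 to 0.094 CPM on average in the groups where a named gene lay that low. Pearson correlations of log2(CPM + 1) between libraries of one group were 0.967 to 0.995 in hypothyroid wild type, 0.915 to 0.995 in hyperthyroid wild type, 0.984 to 0.997 in hypothyroid *Thrb*-KO and 0.973 to 0.996 in hyperthyroid *Thrb*-KO. Intervals of shares are 95% Wilson intervals over peaks or genes. They cover counting error only and do not measure variation between libraries.

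One transcript per gene was kept, the one with the highest mean CPM. Genes with CPM above 1 in all 18 libraries were tested with limma (lmFit, and eBayes with a trend) on log2(CPM + 1), in one model of the 4 groups. The contrasts were hyperthyroid minus hypothyroid within each genotype, the difference between these responses (interaction), and *Thrb*-KO minus wild type within each treatment. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. A gene was counted as blunted when its wild-type fold was at least 1.5 times its *Thrb*-KO fold. Peaks were compared with bedtools at an overlap of at least 1 bp, and overlaps were set against 1000 circular shifts of a list along its chromosomes. A peak was near a gene when it lay within 20 kb of the gene body, and shares were compared with Fisher's exact test, two-sided. Direct repeats were sought on both strands of the mm9 sequence. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1.

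The groups, contrasts, thresholds, definitions of shared and near peaks, the definition of blunting, the list of cell type markers and the rule for naming genes were set before the data were examined, and so were most alternatives. The rule names every gene that the paper's text or Fig. 5b names for these data, *Thrb* and *Thra*, and the 5 called genes with the largest change in each direction whose groups of libraries do not overlap. A test on counts had been laid down as the first choice, with limma on log2 values in case the table held normalized values, which it does. The choice of 1 transcript per gene, the search for direct repeats with its mismatch settings, and the following alternatives were chosen after seeing the data. They are edgeR's quasi-likelihood test with TMM on the recovered reads, CPM scaled by TMM factors, the library set as a block, each library set alone, every transcript on its own, and the test the paper names combined with other definitions of blunting.

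The libraries fell into 2 sets, replicates 1 and 2 of every group and replicates 3 to 5, which differed in the ratio of recovered to mapped reads and in single genes. The methods name 2 kits for library preparation and the text does not say which libraries were made with which. Each set was fitted on its own as well. Replicate numbers were checked for pairing. After the group means were removed, libraries of different groups with the same number correlated with r from 0.13 to 0.815 (median 0.529, 25 pairs). Libraries of the same set with different numbers correlated about as much, with r from 0.271 to 0.755 (median 0.521, 36 pairs), and libraries of different sets had r from -0.779 to -0.243 (60 pairs). The number therefore carried the library set and no pairing beyond it, and the replicate block was kept as an alternative.

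The tests were also tested on simulated data with the depths of these libraries, 13145 genes, a dispersion of 0.02 and 200 genes changed by 1 on the log2 scale between the wild-type groups. limma called 196 of the 200 changed genes and 0 of the unchanged genes, with or without the replicate block. edgeR and DESeq2 each called 199 of the changed genes and 1 unchanged gene. The simulated libraries had the same dispersion for every gene and no difference between library sets. How the tests or the block behave with such a difference is therefore not shown by the simulation. The marker lists, for 13 cell types of the pituitary and its surroundings, were read in the same fits. Other alternatives were the filter on low values, the pseudocount, DESeq2's size factors and Wald test, the per-gene two-group test the paper names, the thresholds, the libraries in the model, leaving out each library in turn, the required overlap of peaks and the distance to genes. The planned split of ATAC peaks into those that T3 increased and those it depleted, and a 2-fold threshold for them, could not be made from the list.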

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

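The test of depth for hyperthyroid wild-type replicate 3 and the test for a mixed library in hypothyroid *Thrb*-KO replicate 5 were chosen only after the results had been seen.

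In each group of 4 or 5 RNA-seq libraries, the CPM of the named genes, the recovered reads and the TMM factor were searched for a library far from the others, by Dixon's ratio of the gap to the range at the 95% level. Of 164 groups, 14 had such a library, where chance gives about 8.2. For *Pomc*, hyperthyroid *Thrb*-KO replicate 3 had 5391 CPM against 3001 to 3333 in the other libraries. For *Dock6* the same library had 76.2 CPM against 59.2 to 60.4. *Anxa10* stood at 27.7 CPM in hypothyroid wild-type replicate 3 against 19.6 to 20.8. *Tmem45b* stood at 8.64 CPM in hyperthyroid wild-type replicate 1 against 10.4 to 10.5. *Myh6* had 0.342 CPM in hypothyroid *Thrb*-KO replicate 1 against 0.160 to 0.197, which is close to the limit of detection. *Bpifb3* had 0.032 CPM, a single read, in hypothyroid *Thrb*-KO replicate 5 and in hyperthyroid *Thrb*-KO replicate 4 against 0 in the others, and *Slc22a19* had 0 CPM in hyperthyroid *Thrb*-KO replicate 5 against 0.024 to 0.032, so that 1 read makes these differences. Hypothyroid *Thrb*-KO replicate 3 had 55273749 reads against 29262689 to 31273184. No explanation was tested for these libraries, and their number is not far above what chance gives.

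Hyperthyroid wild-type replicate 3 stood apart with a TMM factor of 0.849 against 0.990 to 1.00 in its group, and with 125 CPM of *Hr* against 193 to 206. Without it, the numbers of induced and suppressed genes in wild type were 650 and 684 in place of 509 and 735, and the interaction gave 325 higher and 373 lower genes in place of 326 and 234. *Gh* and *Prl* together took 21.2% of its reads and 10.2 to 13.9% in the other 3 libraries. A few genes taking the reads accounts for part of the difference and not for the whole. The median log2 deviation of the other genes moved from -0.23 to -0.086 with *Gh* and *Prl* left out of the totals, and the other 3 libraries then lay between -0.009 and 0.039. Lower depth is argued against by hyperthyroid *Thrb*-KO replicate 5, which had fewer reads and a TMM factor of 1.02. More RNA of melanotrophs from the intermediate lobe stays open, as the genes of that lineage do not decide it. *Pomc* was higher by 1.13 on the log2 scale, *Pcsk2* by 0.00 and *Tbx19* by 0.10, and *Pax7* was lower, at -0.32. The other 3 libraries spanned 0.496 for *Pomc* and 0.318 for *Pax7*, so that the fall of *Pax7* is close to their spread. These differences also do not take out the median deviation of -0.23 in this library. The tissue also expresses these 4 genes in the other libraries. A difference between the pooled pituitaries themselves stays open, as untested.

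Hypothyroid *Thrb*-KO replicate 5 had 3.17 CPM of *Tyrp1* against 0.785 to 0.957 in the other 4 libraries, 1.89 CPM of *Gc* against 0.393 to 0.624, and 3.23 CPM of *Ptpn5* against 0.949 to 1.48. These genes are far higher in hypothyroid wild-type mice, so RNA of wild-type pituitaries mixed into the library could raise them. Such RNA would raise every gene of that kind by 1 share of the wild-type level. Of the 13 genes at least 8-fold higher in hypothyroid wild type (at 5 CPM or more) than in replicates 1 to 4, 6 were above those replicates in replicate 5 and 7 were not. The added share of the wild-type level was 5.98% for *Tyrp1*, 10.5% for *Gc*, 10.0% for *Ptpn5* and 23.5% for *Ceacam10*, and 0.478% for *Anxa10*, 0.709% for *Th* and -0.321% for *Rln3*. A mixture is therefore argued against. The count of genes not raised replaced a first criterion, the distance of the share for *Th* from the median share of the list, after that criterion had pointed to a mixture. The median share was 1.31%, so close to 0 that the first criterion decided nothing. What raised the 3 genes was not explained. Without this library 42 genes were induced and 71 suppressed in *Thrb*-KO, in place of 54 and 79.

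The T3 response differed between genotypes by the interaction test for 560 genes, or for 753 (419 higher, 334 lower) with the replicate block and for 769 (423 and 346) with the library set as a block, an alternative chosen after seeing the data. The values that follow are differences of log2(CPM + 1), *Thrb*-KO minus wild type, which at low CPM are smaller than those of a ratio of CPM. Among the named induced genes the difference was -5.83 for *Myh6*, -3.18 for *Tmem45b*, -2.99 for *Myh7*, -2.38 for *Lrat*, -2.27 for *C2cd4c*, -2.10 for *Trhde*, -2.0 for *Ttbk1*, -1.89 for *Ceacam16*, -1.60 for *Bcl3*, -1.18 for *Foxo6* and -1.02 for *Ahrr*. For genes the paper does not discuss it was -4.69 for *Sspo*, -3.20 for *Bmp7*, -2.89 for *Upk3a*, -2.31 for *Dock6* and -1.64 for *Gbp3*. Among the suppressed genes it was 4.37 for *Tyrp1*, 3.90 for *Anxa10*, 3.23 for *Ptpn5*, 2.99 for *Th*, 2.81 for *Gc*, 2.81 for *Dio2*, 2.32 for *Prss28*, 2.04 for *Trhr*, 1.60 for *Chrdl1*, 1.25 for *Thrb*, 1.13 for *Dlk1* and 0.76 for *Slc22a19*. That of *Prss28* had an adjusted p of 0.0438 in limma and passed its threshold only narrowly, with 8.7e-07 to 0.104 over the alternatives. *Slc22a19* lay within 3 reads in hyperthyroid mice of both genotypes, and *Anxa10* and *Gc* did in hyperthyroid *Thrb*-KO mice, so that their values depend on the pseudocount.

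Several explanations of the weaker response in *Thrb*-KO were tested. Grouping by chance is argued against, since 1 of 100 splits of the libraries between genotypes within each treatment gave as many genes as the real one, which was the real one itself, and the next gave 233. Among splits that exchange only libraries with the same replicate number between genotypes, 2 of 100 did so. The other one exchanged 8 hyperthyroid libraries between the genotypes and gave 934 genes, and by its construction it measures close to the sum of the genotype differences in the 2 treatments. Selection of the genes on the same wild-type libraries is argued against, with little to spare in one exchange. Genes were chosen in one library set and measured in the other, and the blunted share of induced genes went from 66.85% to 52.69% and from 61.05% to 53.26%. For suppressed genes it went from 45.55% to 60.63%, and from 58.68% to 30.65%, where a share under 0.5 of the first would have counted for selection. An excess of genes near *Thrb* among those that differ in both treatments, which DNA flanking the targeted gene would bring, stays open. Of the 108 genes that differed between genotypes in both treatments in one direction, 56 were higher and 52 lower in *Thrb*-KO. Of the 128 tested genes within 20 Mb of *Thrb*, 1 was among them (0.781%), against 105 of 12737 elsewhere (0.824%; Fisher's exact test, two-sided, p = 1.0). Within 5 Mb it was 1 of 47 (2.128% against 0.819%; Fisher's exact test, two-sided, p = 0.323). With 1.06 genes expected within 20 Mb, 4 would have been needed for a p under 0.05, so that too few genes lie there to decide, although by the limit set first this would have argued against an excess. All but 1 of the genes with coordinates lie farther away. That 1 was *Rpl15*, on chromosome 14 from 19100337 to 19103905, with log2 differences of 0.89 and 0.90, and a local effect on it stays open. Variants elsewhere in the genome, and variants as a reason for the weaker response to T3, were not tested. A difference in cell composition between genotypes, where some cell type markers differed, was not tested as a reason either. The lack of TRβ, the difference that the design names, stays open beside these. The libraries labelled *Thrb*-KO still held *Thrb* RNA, which does not show whether a receptor is encoded. At the protein level, the paper uses *Thrb*-KO pituitaries as the control without TRβ for TRβ2 immunostaining (Fig. 1c).

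It was also asked at which end the genotypes differ. For blunted induced genes the difference in hyperthyroid mice was the larger one in 62.73% and 78.34% of genes, in the library set not used to choose them. Libraries shared between the compared values do not account for this, since the genes were chosen on other libraries. For blunted suppressed genes the difference in hypothyroid mice was the larger one in 47.32% and 50.09%. A larger difference in hypothyroid mice at suppressed genes, where it appears in all libraries together, may therefore come from the libraries that the comparisons share.

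Genes outside those the paper discusses changed with T3 in wild-type mice. The largest log2 fold changes were 4.71 for *Sspo*, 3.25 for *Bmp7*, 3.08 for *Dock6*, 3.03 for *Upk3a* and 3.02 for *Gbp3*, and -6.19 for *Prss28* and -3.67 for *Chrdl1*. Their adjusted p stayed under 0.05 under every alternative except the two-group test the paper names, where *Gbp3* had 0.0646 and *Prss28* 0.155 after adjustment. The library sets are argued against as their source, as each set alone gave the same direction for *Sspo* and *Prss28* (4.58 and 4.83, and -6.36 and -6.02). No other technical explanation was tested for these genes. A response to T3, which the design names, remains as a hypothesis.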

How the results depend on the processing

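The alternatives that use library sets, TMM factors, single transcripts or the test the paper names with other definitions of blunting were chosen only after the results had been seen.

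Of the numbers of called genes, the blunted shares and the shares of peaks and genes near peaks, 126 values under an alternative differed from the reported value by less than their spread or by less than 1.5 times for a number of genes. A further 33 shares moved by more than their interval, and 13 numbers of genes rose by more than 1.5 times. With each library left out in turn, 159 did so and 3 did not. For the single genes named, 1883 of 1944 values over 98 results kept their direction and their side of the threshold.

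With no 1.5-fold limit, 906 genes were induced and 1630 suppressed in wild type, 92 and 143 in *Thrb*-KO, and 901 and 1586 differed between genotypes in hypothyroid and hyperthyroid mice, since dropping a limit can only add genes. The blunted shares were then 37.75% of induced and 25.34% of suppressed genes. By the definition, the genes added below 1.5-fold count as blunted only where the *Thrb*-KO response is reversed. With CPM above 1 in at least 4 libraries, 82 genes were induced in *Thrb*-KO, where more genes were tested. With the two-group test the paper names, 94 were induced and 124 suppressed in *Thrb*-KO, 598 differed between genotypes in hypothyroid mice and 57.5% of suppressed genes were blunted. Within replicates 1 and 2, 119 genes were suppressed in *Thrb*-KO and 45.55% of the suppressed genes of wild type were blunted. Within replicates 3 to 5, 628 and 1114 genes differed between genotypes in hypothyroid and hyperthyroid mice and 58.68% of the suppressed genes were blunted. For these 3 alternatives the cause was not tested.

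The blunted shares moved most with the definition. Counted as not called in *Thrb*-KO they were 90.77% of induced and 90.61% of suppressed genes, and by an interaction adjusted p under 0.05 they were 46.76% and 48.16%. For any smaller fold change in *Thrb*-KO they were 99.61% and 98.78%. With the test the paper names they were 87.57% and 87.36% when not called, and 99.43% and 98.64% for any smaller fold change. The share of suppressed genes was 57.85% with DESeq2's size factors in edgeR, 57.39% with DESeq2's Wald test and 58.22% with edgeR's TMM on the recovered reads, and the cause was not tested. With each library left out in turn it was 51.23 to 57.10%. It was 57.10% without hypothyroid wild-type replicate 1, 56.91% without replicate 2 of that group and 56.73% without hyperthyroid wild-type replicate 3, against 52.93% with all libraries. The induced share was 60.83 to 66.86% in those fits.

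The balance of induced and suppressed genes depended on scaling. CPM scaled by TMM factors gave 613 induced and 602 suppressed genes in wild type, of which 1110 were among the 1244 of the reported calls. The median log2 fold change over all tested genes in wild type was -0.04 with CPM and 0.02 with TMM factors. Of the 1244 calls, 1026 were also called within replicates 1 and 2, and 1118 within replicates 3 to 5. With the replicate block, 524 genes were induced and 770 suppressed in wild type, with all 1244 among them, and of the named genes *Ttbk1* alone changed its call with the replicate block (*Ttbk1* and the interaction of *Hr* with the library set as a block), at a log2 fold change of 0.65 in *Thrb*-KO (limma adjusted p = 0.00575, over all alternatives 0.00184 to 0.279).

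The pituitary peaks shared with the cerebral cortex were 10.13% when the overlap had to cover 0.5 of the pituitary peak, 6.92% for 0.5 of both peaks and 13.24% with a gap of up to 1 kb, each as its construction requires. Between the higher-scoring peaks of both lists 5.28% were shared, with fewer cortex peaks to overlap. T3-regulated ATAC peaks overlapped untreated TRβ-HAB peaks by at least 0.5 of their length in 42.4%. The share of induced genes near a T3-regulated ATAC peak grew with distance, as it must, from 22.49% at 0 kb and 25.9% at 5 kb to 39.56% at 50 kb and 45.78% at 100 kb, and it was 14.66% around the transcription start. For suppressed genes these were 7.71%, 7.99%, 13.77%, 17.08% and 4.41%.

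Of the single genes, 4 results changed direction, all of them close to 0 and none called. The T3 response of *Pomc* in wild type, -0.02, was 0.14 with DESeq2's size factors in edgeR, 0.14 with DESeq2's Wald test, 0.03 with the test the paper names, 0.13 with edgeR's TMM and 0.05 with CPM scaled by TMM factors. It ran from -0.30 to 0.20 with each library left out, and was above 0 without hypothyroid wild-type replicate 4 (0.20) and without hyperthyroid wild-type replicate 1 (0.01), 2 (0.17) or 4 (0.05). The response of *Thrb* in *Thrb*-KO, -0.06, was 0.05 within replicates 1 and 2. The interaction of *Prl*, -0.07, ran from -0.31 to 0.32, and was above 0 without hypothyroid wild-type replicate 1 (0.02) or 2 (0.04), hyperthyroid wild-type replicate 3 (0.32) or hyperthyroid *Thrb*-KO replicate 1 (0.04). The interaction of *Tshb*, 0.13, was -0.45 with DESeq2's size factors in edgeR and with its Wald test, -0.44 with edgeR's TMM and -0.64 within replicates 3 to 5. It ran from -0.45 to 0.66 with each library left out, and was below 0 without hypothyroid wild-type replicate 3 (-0.07) or 4 (-0.01) and without hyperthyroid wild-type replicate 1 (-0.15) or 2 (-0.45). The cause of these changes was not tested.

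A further 10 single-gene results changed their call and kept their direction, with 24 values no longer past the threshold and 15 newly past it. The interaction of *Prss28* lost its call under 19 alternatives, at 1.95 to 2.41, among them every fit that left out a library except those without hypothyroid wild-type replicate 1 or 2 and hyperthyroid wild-type replicate 3 or 4. The interaction of *Hr*, -0.64, passed the threshold under 5 alternatives, without hyperthyroid wild-type replicate 3 (-0.81) or hypothyroid *Thrb*-KO replicate 5 (-0.79), with DESeq2's Wald test (-0.75), at an unadjusted p (-0.64) and with the library set as a block (-0.64, limma adjusted p = 0.0499). The call of *Ttbk1* in *Thrb*-KO was gained under 7 alternatives. With no filter on low values *Gh* and *Prl* lost their call in wild type, and *Prl* and *Th* in *Thrb*-KO, at the same log2 fold changes, and *Prl* in wild type lost it with the test the paper names, at 1.88. *Dlk1* in *Thrb*-KO, at -0.45, and *Thra* in wild type, at -0.44, passed with no fold limit. *Gh* passed in *Thrb*-KO within replicates 1 and 2, at 0.67.

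The T3 change of single ATAC peaks and the change of single TRβ-HAB peaks between replicates could not be tested, as the lists hold no value per library, and the 2-fold threshold for ATAC peaks was not run because the list gives no fold. The test the paper names has no interaction, so that it gave no value there. A peak with few reads, such as the median of 13 in the cerebral cortex, limits how far a missing peak in one tissue can be read as missing binding.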

Differences from the paper's values

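The settings that combine the test the paper names with other definitions of blunting were chosen only after the results had been seen.

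Of the T3-suppressed genes, 37.19% had a TRβ-HAB peak within 20 kb of the gene body, against the paper's 24%. The list used here is that of untreated pituitaries, while the paper's value counts sites of treated mice, so that the values do not rest on the same peaks. Of the alternatives set before the data were examined, the share came within a factor of 1.5 of the paper's value at 0 kb (22.59%), 5 kb (27.27%) and 10 kb (30.03%), around the transcription start (19.7%) and with CPM above 1 in at least 4 libraries (35.05%). It did not at 50 kb (51.52%), at 100 kb (64.46%) or for genes called at an unadjusted p (37.7%). For the T3-induced genes the share was 73.7% and the paper's value is 73%.

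The share of induced genes with a blunted response in *Thrb*-KO was 63.85%, and the paper gives 89%. For suppressed genes it was 52.93%, and the paper gives 79%. For both groups of genes the 2 values lie within a factor of 1.5 of each other, for suppressed genes only narrowly. Of the other settings laid down at the start, suppressed genes lay beyond that factor with an unadjusted p (51.83%), with the replicate block (51.3%), without hyperthyroid *Thrb*-KO replicate 3 (51.23%) or 5 (51.84%), by the interaction (48.16%) and with no fold limit (25.34%). Induced genes did so by the interaction (46.76%) and with no fold limit (37.75%). Counting genes not called in *Thrb*-KO, a definition set before the data were examined, reached 90.77% for induced and 90.61% for suppressed genes, and any smaller fold change reached 99.61% and 98.78%. With the test the paper names and genes not called in *Thrb*-KO, chosen after seeing the values, the shares were 87.57% and 87.36%, and with any smaller fold change, also chosen after seeing the values, 99.43% and 98.64%. Under the definition used here, a gene at just 1.5-fold in wild type counts only if its *Thrb*-KO response is gone or reversed. The share therefore does not measure how much of the response was kept. The median ratio of the *Thrb*-KO to the wild-type log2 fold change was 24.92% for induced and 27.34% for suppressed genes.

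The paper describes *Ky* as bound in the cerebral cortex without a pituitary site. The deposited pituitary list holds a peak inside the interval of the cortex peak, with 10 HAB;BirA reads against 0 control reads. The numbers of induced and suppressed genes, 509 and 735, stand against the paper's 516 and 714, and the pituitary peaks shared with the cerebral cortex, 11.1%, against the paper's 12%. The shared peaks are about 980 in Fig. 2a, read by eye, where 894 pituitary peaks and 877 cortex peaks were shared here. The peaks of the cortex alone are about 4300 in Fig. 2a, read by eye. The cortex list less the 877 leaves 4287, and less the 894 it leaves 4270. The peaks of the pituitary alone are about 7100 in Fig. 2a, read by eye, and 7157 here. The diagram's number for the cortex alone therefore goes with the overlap found here, counted either way. Its shared number is higher, though within a factor of 1.5, and numbers read by eye do not settle the difference. Dropping the 1.5-fold limit (906 and 1630 genes) and stricter sharing (6.92% for 0.5 of both peaks, 5.28% for the higher-scoring peaks) took these values more than 1.5 times from the paper's.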

Other observations

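The test of depth between library sets and the test of the single X copy were chosen only after the results had been seen.

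TRβ-HAB peaks of untreated pituitaries lay within 20 kb of 367 of the 498 induced genes with coordinates (73.7%, 95% Wilson confidence interval 69.66 to 77.37%) and of 270 of the 726 suppressed genes (37.19%, interval 33.75 to 40.76%). The ratio of these shares was 1.98 (Fisher's exact test, two-sided, p = 4.24e-37). Suppressed genes did not differ from the other tested genes at this distance (40.11%; Fisher's exact test, two-sided, p = 0.128). They lay near such peaks less often than the other genes within 20 kb of the transcription start (19.7% against 27.84%; Fisher's exact test, two-sided, p = 9.48e-07), within 100 kb of the gene body (64.46% against 70.5%; Fisher's exact test, two-sided, p = 0.000701) and with CPM above 1 in at least 4 libraries (35.05% against 38.92%; Fisher's exact test, two-sided, p = 0.0238). Cerebral cortex peaks lay near 44.98% of the induced and 30.72% of the suppressed genes (Fisher's exact test, two-sided, p = 4.98e-07).

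Splits of the RNA-seq libraries were compared with the real groups. In wild type, 2 of the 35 splits of 8 libraries gave at least as many called genes as the real one, which gave 1244. The other of the 2 parted the libraries by library set and gave 1726 genes, and the median of the other splits was 0. Within each library set the real split still gave 558 and 552 induced genes, and 696 and 956 suppressed genes. Of the 8 splits that part every pair of replicates with one number, 1 did so, the real one, and this design cannot give a share under 0.05. In *Thrb*-KO 1 of 100 splits gave as many as the real 133, and the largest other gave 4. Of the 16 splits that part every pair there, 1 did so, the smallest number they can give. Genotype differences in hypothyroid mice were reached by 1 of 100 splits, where the largest other gave 144 and the real one 397, and by 1 of the 16 splits that part every pair. In hyperthyroid mice 3 of 100 splits reached the real 639 genes, and one that follows the library sets gave 1187. Within the sets the real split gave 721 and 1114 genes there, and 1 of the 16 splits that part every pair reached it.

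Replicates 1 and 2 of every group differed from replicates 3 to 5. *Lars2*, *Tsnax* and *Mir5109* were higher in the first set by 5.30, 8.76 and 4.82 on the log2 scale, and *Gm6642* was lower, at -2.13. Of 16801 genes, 23 were over 4-fold higher in the first set and 1 in the second. A difference in recovered reads is argued against, since all 8 libraries of the first set lay within the range of totals of the second. The mapped reads that the supplement lists go the other way, with 42544505 to 66298984 in the first set. In the second set they ran from 20885954 to 56244283, with the next highest at 40866658, so that a difference in mapped reads stays open. More capture of RNA without a poly(A) tail in one set stays open. The 34 replication-dependent histone genes had a median log2 ratio of 0.101, and 2793 of 10000 lists of other genes matched on level lay as far from 0, which by the limit set first would have argued against it. But these genes went both ways, with 19 of 34 higher in the first set, and *Rmrp* (4.09) and *Snord83b* (3.66) go with the explanation. Of 76 genes of small RNA, chosen by name after seeing these 2, 46 were higher in the first set, 4 of them over 4-fold, with a median of 0.134. The kit of each library stays open, as the paper does not name it per library, and the sets cannot be assigned to it here. Both sets hold all 4 groups, and within each genotype the set is not confounded with T3. It is partly confounded with genotype. The second set holds replicates 3 and 4 of each wild-type group and replicates 3 to 5 of each *Thrb*-KO group. With the library set as a block, 479 genes differed between genotypes in hypothyroid and 716 in hyperthyroid mice, in place of 397 and 639.

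T3-induced genes lay near T3-regulated ATAC peaks more often than suppressed genes. Gene length is argued against as the reason, since within 20 kb of the transcription start, a window of one length, the difference remained (14.66% against 4.41%; Fisher's exact test, two-sided, p = 6.05e-10). Whether induced genes near such a peak depend more on TRβ was asked through blunting. Of 161 near genes 63.98% were blunted, and of 337 others 63.2% (Fisher's exact test, two-sided, p = 0.921), which gives no sign of it. Their larger wild-type fold would have produced a difference of 10.61 points, and 0.77 points were observed, so that near genes were blunted less than other genes of similar fold (permutation within groups of similar fold, p = 0.0086). For suppressed genes the shares were 45.21% of 73 and 53.75% of 653 (Fisher's exact test, two-sided, p = 0.175; within groups of similar fold, permutation p = 0.0035). For induced genes near an untreated TRβ-HAB peak they were 65.67% and 57.25% (Fisher's exact test, two-sided, p = 0.0916; within groups of similar fold, permutation p = 0.16). For suppressed genes near one they were 51.11% and 53.95% (Fisher's exact test, two-sided, p = 0.489; within groups of similar fold, permutation p = 1.0). Less blunting near T3-regulated ATAC peaks is a hypothesis from these tests.

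TRβ-HAB peaks with more reads were shared between tissues more often. The fold over control did not follow this, with a median of 7.03 for shared and 9.37 for other cortex peaks, and of 10.43 and 10.01 in the pituitary. Peaks were ranked by their HAB;BirA reads and divided into 4 equal parts. In the pituitary 4.82% of the lowest part and 20.91% of the highest part were shared, and in the cerebral cortex 5.11% and 40.74%. Peaks at transcription starts, which tissues have in common, do not account for it. Among pituitary peaks over 1 kb from a start the shares were 2.18% and 13.97% (Fisher's exact test, two-sided, p = 1e-38), and among cortex peaks 4.24% and 28.56% (Fisher's exact test, two-sided, p = 1.87e-46). A limit of detection for weak peaks stays open and was not tested.

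Peaks were sparse on the X chromosome. Pituitary TRβ-HAB peaks numbered 63 on the X, or 0.378 per Mb, against 3.23 per Mb on autosomes and at least 2.41 on each of them. This is 11.7% of the autosomal density, for cortex peaks 19.5% and for T3-regulated ATAC peaks 25.52%, while genes tested by RNA-seq reached 54.29%. A single copy of the X in male mice lowers the reads of a peak to 0.5, and peaks can then be missed. With the reads of autosomal peaks thinned to 0.5 and tested again at the limit of each list, 46.71% of pituitary and 32.34% of cortex peaks remained, both above the density seen on the X, so that a single copy alone does not account for it. Multiplied by the gene density of the X these are 25.36% and 17.56%, so that a single copy with fewer genes stays open for the cortex and falls short for the pituitary. This thinning replaced an assumed lower limit after the density had been seen.

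Cell type markers were read in wild-type mice. Of the lists for somatotrophs, lactotrophs, thyrotrophs, gonadotrophs, corticotrophs, melanotrophs, pituicytes of the posterior lobe, folliculostellate or stem cells, endothelial cells, macrophages or leukocytes, erythroid cells, fibroblasts and dividing cells, called genes beyond *Gh*, *Prl*, *Tshb*, *Trhr* and *Dio2* were limited to *Col1a1*, a fibroblast gene, at -0.73 (limma adjusted p = 0.0143). Below the fold limit, with a limma adjusted p under 0.05, were *Pcsk2* (-0.53, adjusted p = 0.0280), *Csf1r* (-0.43, adjusted p = 0.0295), *Nkx2-1* (0.46, adjusted p = 0.0223) and *Sox2* (0.34, adjusted p = 0.0317). *Ccnb1* was below the CPM limit. Of the 37 genes read, 10 had an adjusted p under 0.05 over all genes tested and 11 when adjusted over the list alone, and 6 were called either way. In *Thrb*-KO the dividing-cell genes *Mki67* and *Top2a* changed by 0.64 and 0.89 (limma adjusted p = 0.284 and 0.271), with no call. Between genotypes, the markers called beyond *Trhr* and *Dio2* were *Csf1r*, *Pcsk2* and *Col1a2* in hypothyroid mice and *Nr5a1* in hyperthyroid mice. *Csf1r*, *Pcsk2* and *Col1a2* were lower in *Thrb*-KO, at -0.77, -0.68 and -0.64 (limma adjusted p = 7.6e-04, 0.0106 and 9.3e-03). *Nr5a1* was higher there, at 0.60 (limma adjusted p = 4.0e-03). A difference in cell composition between genotypes stays open. The study picked *Gh*, *Prl*, *Tshb*, *Trhr* and *Dio2* from these libraries as well. Of 30 genes that the paper names and that could be tested, 26 were called in wild type over all genes tested and 26 when adjusted over the list alone. In *Thrb*-KO 11 were called over all genes and 14 when adjusted over the list alone. The paper chose this list on the same samples, so that the second number is not independent evidence.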
